# Interleukin-22 regulates neutrophil recruitment in ulcerative colitis and is associated with resistance to ustekinumab therapy

**DOI:** 10.1038/s41467-022-33331-8

**Published:** 2022-10-03

**Authors:** Polychronis Pavlidis, Anastasia Tsakmaki, Eirini Pantazi, Katherine Li, Domenico Cozzetto, Jonathan Digby- Bell, Feifei Yang, Jonathan W. Lo, Elena Alberts, Ana Caroline Costa Sa, Umar Niazi, Joshua Friedman, Anna K. Long, Yuchun Ding, Christopher D. Carey, Christopher Lamb, Mansoor Saqi, Matthew Madgwick, Leila Gul, Agatha Treveil, Tamas Korcsmaros, Thomas T. Macdonald, Graham M. Lord, Gavin Bewick, Nick Powell

**Keywords:** Mucosal immunology, Inflammatory bowel disease, Neutrophils, Interleukins, miRNA in immune cells

## Abstract

The function of interleukin-22 (IL-22) in intestinal barrier homeostasis remains controversial. Here, we map the transcriptional landscape regulated by IL-22 in human colonic epithelial organoids and evaluate the biological, functional and clinical significance of the IL-22 mediated pathways in ulcerative colitis (UC). We show that IL-22 regulated pro-inflammatory pathways are involved in microbial recognition, cancer and immune cell chemotaxis; most prominently those involving CXCR2^+^ neutrophils. IL-22-mediated transcriptional regulation of CXC-family neutrophil-active chemokine expression is highly conserved across species, is dependent on STAT3 signaling, and is functionally and pathologically important in the recruitment of CXCR2^+^ neutrophils into colonic tissue. In UC patients, the magnitude of enrichment of the IL-22 regulated transcripts in colonic biopsies correlates with colonic neutrophil infiltration and is enriched in non-responders to ustekinumab therapy. Our data provide further insights into the biology of IL-22 in human disease and highlight its function in the regulation of pathogenic immune pathways, including neutrophil chemotaxis. The transcriptional networks regulated by IL-22 are functionally and clinically important in UC, impacting patient trajectories and responsiveness to biological intervention.

## Abstract (web summary)

Mechanisms of non-response to ustekinumab, a biologic targeting IL-23, are currently unclear. Here, the authors show that the transcriptional program regulated by IL-22, an IL-23 responsive cytokine, is enriched in patients with ulcerative colitis unresponsive to ustekinumab and associated with higher colon neutrophil recruitment and activation of upstream IL-22 regulators.

## Introduction

Ulcerative colitis (UC) is the most common form of inflammatory bowel disease (IBD). It is an incurable, chronic, immune-mediated inflammatory disease (IMID) that selectively affects the colon and is associated with significant complications, including cancer^1,2^. Dysregulated mucosal immune responses are at the heart of UC pathogenesis characterized by increased production of cytokines and the local accumulation of immune cells, most notably mononuclear cells and neutrophils which are associated with architectural distortion of tissue, crypt destruction and crypt abscess formation^3^. Accordingly, targeting individual cytokines or the cells that produce them are the most effective therapeutic strategies in UC.

Ustekinumab is a monoclonal antibody (mAb) targeting the p40 subunit common to both interleukin (IL)−12 and IL-23^4^. Selective targeting of IL-23 is a conceptually attractive approach, since IL-23 is strongly implicated in IMIDs affecting the skin^5^, brain^6^, joints^7^ and intestine^8,9^. IL-23 overexpressing transgenic mice develop multi-system inflammatory disease, including severe neutrophilic inflammation in the gut^10^. In preclinical models of UC, genetic deletion, or therapeutic neutralization of the specific p19 subunit of IL-23 significantly attenuates colitis^11,12^. IL-23 stimulates effector function of innate and adaptive lymphocytes, triggering production of IL-17A, IL-17F, interferon-γ (IFNγ) and GM-CSF^13^. Although clinical trials evaluating the efficacy of IL-23 blockade are now underway, important theoretical concerns about targeting IL-23 exist, since the downstream pathways regulated by IL-23 are also implicated in tissue restitution. For instance, IL-22 is one of the key cytokines regulated by IL-23, and several lines of evidence point to IL-22 having an important protective function in the gut. IL-22 induces production of anti-microbial peptides and is involved in intestinal epithelial barrier recovery after acute injury by promoting LGR5^+^ intestinal epithelial stem cell proliferation^14^. Clinical trials evaluating recombinant IL-22 to promote recovery of epithelial injury are currently underway (NCT02749630). Confusingly, in several chronic models of IBD, IL-22 has been shown to be pathogenic^15^. Accordingly, new insights into the function of IL22 in mucosal immunity are now needed, especially in human disease, to help reconcile these discrepancies.

In this study, we probe the clinical and functional significance of the IL-22 responsive transcriptional program in diseased tissue of UC patients treated with ustekinumab and in multiple models of colitis. We provide further insights into cytokine-mediated regulation of the intestinal epithelium and how this influences pathogenic pathways and patient outcomes in UC. We show that IL-22 is a functionally important regulator of neutrophil recruitment to the colon by controlling the expression of neutrophil-active CXC-family chemokines. Augmented expression of IL-22 responsive transcripts and increased recruitment of colonic neutrophils is associated with treatment resistance to ustekinumab.

## Results

### Enrichment of IL-22 responsive transcriptional networks is associated with poor response to ustekinumab therapy in ulcerative colitis

As IL-22 selectively targets the intestinal epithelium we generated a human mini-gut colonic epithelial organoid system in order to investigate the IL-22 regulated molecular pathways. Colonic organoids were treated with or without human recombinant IL-22, and the IL-22-responsive transcriptome was mapped by RNA-seq (Fig. 1a). IL-22 induced differential expression of 1251 transcripts (upregulated: 579, downregulated: 672, FDR < 0.01) (Fig. 1b). Significantly upregulated transcripts encoded anti-microbial peptides (*REG1A*, *REG1B*), mucins (*MUC1, MUC4, MUC12*), chemokines (*CXCL1, CXCL2, CXCL5, CXCL8*), cytokines (*TNF, IL-1, IL18, IL33*), caspase family members (*CASP1, CASP4, CASP5, CASP10*), matrix metalloproteinases (*MMP1, MMP7, MMP10*), enzymes involved in the generation of reactive oxygen species (*DUOXA2, NOS2, SOD2*), and immunoregulatory molecules, such as *SOCS1, SOCS2, SOCS3* and *IDO*. Pathway analysis identified tumor necrosis factor-alpha (TNF) and IFNγ responses among other pro-inflammatory pathways to be enriched in the IL-22 regulated DEG list (Fig. 1c).

**Fig. 1:**
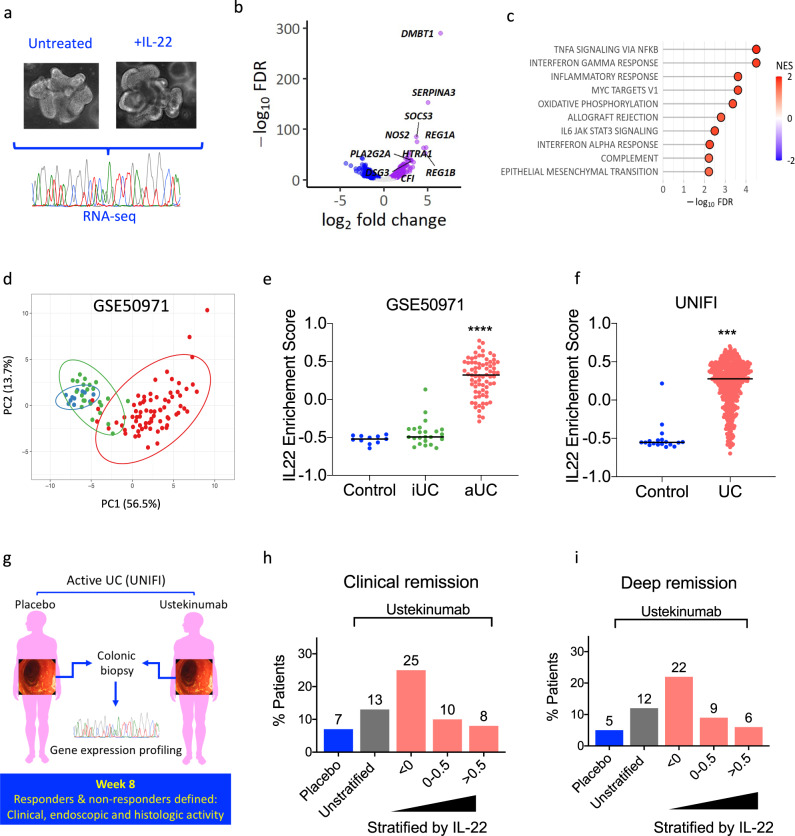
Clinical significance of the IL-22 responsive transcriptional network in ulcerative colitis. **a** Experimental schema of IL-22 stimulation of colonic organoids (*n* = 4 biological replicates, IL-22 concentration: 10 ng/ml, duration: 24 h). **b** Volcano plot demonstrating fold change and false discovery rate (FDR) of differentially expressed genes in human colonoids treated with recombinant IL-22. **c** Pathway analysis of DEG regulated by IL-22 (top 10, hallmark gene sets as defined in MSigDB, NES: normalized enrichment score). **d** Expression of the top 50 upregulated transcripts regulated by IL-22 in colonic mucosa separates healthy controls (blue, *n* = 11), patients with endoscopically inactive UC (green, *n* = 23) and active UC (red, *n* = 74) (principal component analysis, reposited dataset: GSE50971). **e** Enrichment of the IL-22 regulated transcriptional program (gene set variation analysis, gene set: top 50 upregulated genes) in the reposited dataset GSE50971 (healthy control: control, iUC-inactive UC, aUC-active UC, Kruskal–Wallis test, ****p < 0.0001). **f** Validation of the enrichment for the IL-22 regulated transcriptional program in biopsies taken from healthy controls (control, *n* = 18) and patients with UC (*n* = 550) participating in UNIFI trial (Mann–Whitney test, two-sided test, ***p < 0.001). **g**, **h**, **i** Association of the IL-22 enrichment score with clinical outcomes in UNIFI. Clinical remission (defined as a total Mayo score of ≤2 and no subscore >1) and deep remission [which required both clinical remission and mucosal healing defined as histologic improvement (neutrophil infiltration in <5% of crypts, no crypt destruction, and no erosions, ulcerations, or granulation tissue) and endoscopic improvement] at week 8 in UC patients enrolled in the UNIFI clinical trial program stratified according to IL-22 enrichment score in baseline biopsies sampled immediately prior to initiation of ustekinumab (*n* = 358) or placebo (*n* = 184). Blue bar shows response rate in placebo-treated UC patients. Gray bar shows response for all patients treated with ustekinumab. Red bars show response for all patients treated with ustekinumab stratified based on the extent of the IL-22 transcriptional program’s activation (ES). Patient numbers and statistical analysis shown in Supplementary Fig. 1. Source data for **b**, **c**, **d**, **e**, **f**, **h** and **i** are provided as a Source Data file.

Next, we asked whether core IL-22 regulated transcripts were differentially expressed in diseased tissue of UC patients. Principal component analysis based on the expression of the top 50 most highly upregulated genes induced by IL-22 in colonic biopsies showed separation of patients with active UC from those with quiescent (inactive) disease and healthy controls (previously reposited dataset: GSE59071, Fig. 1d). A similar picture emerged by testing for the activation of this gene set (top 50 upregulated genes by IL-22) using Gene Set Variation Analysis (GSVA) (Fig. 1e). This is an algorithm which tests whether a group (set) of genes is enriched in complex and heterogeneous samples. The enrichment score varies between +1 (upregulated) to −1 (downregulated) and depends on the distribution of gene expression across the samples tested. We validated these findings in endoscopically acquired colonic biopsies sampled from the sigmoid colon of patients with moderate-to-severe UC (*n* = 550, Supplementary Table 1) enrolled to the UNIFI phase III clinical trial, a randomized, placebo-controlled trial evaluating the efficacy of ustekinumab, a monoclonal antibody (mAb) that blocks the p40 subunit shared by the human IL-12 and IL-23 cytokines. Our analysis demonstrated that the transcriptional program regulated by IL-22 (Mann–Whitney, two-tailed test, *P* < 0.0001, Fig. 1f) was significantly enriched in UC in comparison with non-IBD control subjects.

Although the IL22 responsive transcriptional program was enriched at population level in UC patients, there was considerable variation in magnitude of enrichment. Since it was unlikely that this variation was being driven by differences in disease severity (all patients in the UNIFI trial program had moderate-to-severe UC, with Mayo endoscopy subscores of either 2 or 3), we considered the possibility that this molecular heterogeneity might represent important differences in underlying disease immunobiology. If molecular stratification of UC patients according to the magnitude of IL-22 responsive transcript enrichment was biologically and/or clinically meaningful, we reasoned that UC patients with different degrees of enrichment would experience different outcomes and follow different trajectories. To test this hypothesis, we stratified patients from the UNIFI trial program according to their IL-22 enrichment score (in colonic biopsies sampled immediately prior initiation with ustekinumab) and evaluated whether these differences in molecular phenotype impacted treatment response. Enrichment scores in colonic tissue could differentiate responders and non-responders to ustekinumab induction therapy (including patients on 130 mg and 6 mg/kg dose), (Fig. 1g–i, Supplementary Fig. 1). Remarkably, in comparison with unstratified patients, remission rates in patients with low IL22 enrichment scores (ES < 0) were approximately doubled, including clinical remission (13% vs 25%), mucosal healing (16% vs 26%) and deep remission (a combination of clinical, endoscopic and histologic remission, 12% vs 22%). Conversely, outcomes in UC patients with high IL-22 enrichment scores were broadly comparable to placebo treated patients. In other words, stratification of UC patients according to the magnitude of enrichment of IL-22 responsive transcriptional modules in baseline biopsies sampled at baseline prior to treatment, associates with response to ustekinumab induction therapy.

Interestingly, IL22 enrichment scores were slightly higher in UNIFI participants previously treated with a biologic (anti-TNF), suggesting that high IL-22 enrichment scores may be associated with poor responses to other treatments (Supplementary Fig. 2A). To investigate this possibility, we analyzed four previously published datasets of UC patients treated with other biologics where outcome data and baseline tissue transcriptomic data was available (anti-TNF: GSE23597, GSE16879, GSE92415, vedolizumab: GSE73661). Although there was no significant association of IL-22 enrichment scores with drug response in 3 of these studies, in one study of infliximab treatment, we observed a significant association of IL-22 enrichment scores with primary non-response (Supplementary Fig. 2B). These data suggest that enrichment of IL-22 responsive transcripts in colonic tissue can predict outcomes to ustekinumab and might also portent poor outcomes more generally in UC, including poor responses to other therapies.

### Patient stratification according to the magnitude of enrichment of the IL-22-regulated transcriptional program identifies immunological mechanisms of treatment resistance

Since patients with the greater enrichment of the IL-22-regulated transcriptome were more likely to experience lack of response to ustekinumab, we reasoned that immunological pathways differentiating these patients from those with low IL-22 enrichment might provide insights into mechanisms of treatment resistance. To probe differences in the molecular profile of patients stratified by IL-22 responsive transcripts, we analyzed genome-wide transcript expression changes in biopsies sampled from UC patients from the UNIFI program with high IL-22 enrichment scores (IL22 ES ≥ 0.25) in comparison with patients with low IL-22 enrichment scores (IL-22 ES < 0.25). Canonical Pathway Analysis (IPA, Ingenuity) demonstrated that the most significantly associated biological pathway in patients with high IL-22 enrichment scores was Granulocyte Adhesion and Diapedesis (right-tailed Fisher’s exact test, *P* = 1.8 × 10^−29^, Fig. 2a). Other notable associations included multiple Th17 associated pathways, autoimmune diseases, and other pathways that have also previously been linked to treatment resistance including oncostatin M and TREM1 signaling (Fig. 2a and Supplementary Fig. 3). We also performed a Downstream Effects Analysis^16^ (IPA, Ingenuity), to predict causal effects and biological processes that were significantly activated in patients with high IL-22 enrichment scores. Overall, there were 245 disease or functional annotations significantly activated in patients with high IL-22 enrichment scores, encompassing different biological and inflammatory processes. Pathways involving immune cell trafficking were especially activated and comprised the greatest number of functional annotations recorded (Supplementary Fig. 4A, B). In patients with high IL-22 enrichment scores, the highest-ranking causal network associated with cell migration connected 84 nodes, encoding transcripts involved in neutrophil chemotaxis, matrix metalloproteinases, anti-microbial peptides, immunoglobulin Fc receptors and innate-immune response proteins, including IL-1, IL-6, and oncostatin M (Fig. 2b).

**Fig. 2:**
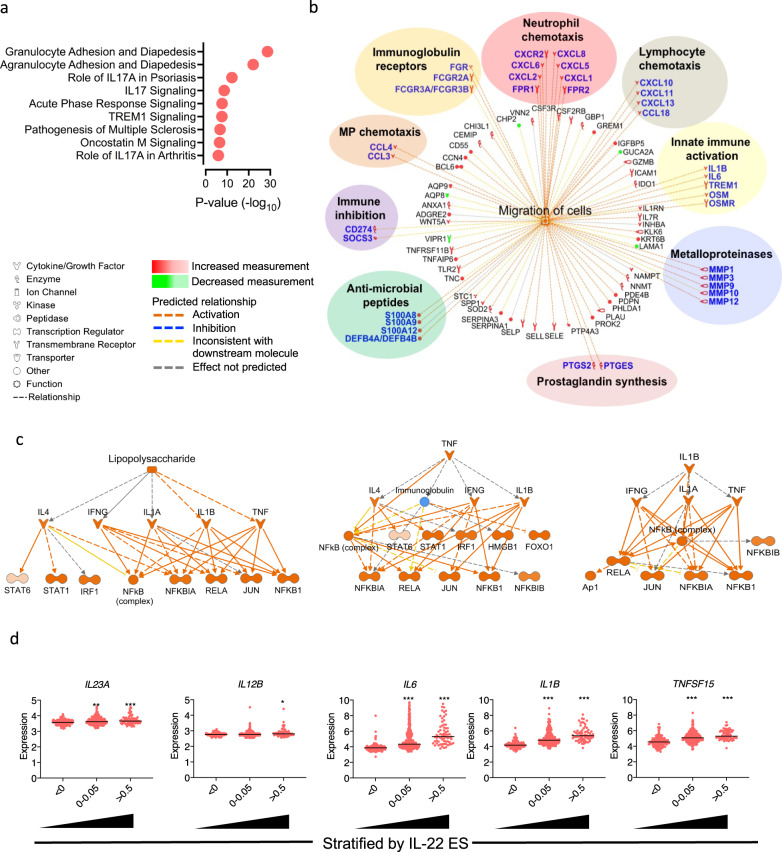
Biological pathways and upstream regulators associated with enrichment of the IL-22 regulated transcriptional program. **a** Pathway enrichment analysis (IPA) of the differentially expressed genes in patients enrolled in UNIFI with high enrichment for the IL-22 transcriptional program (right-tailed Fisher’s exact test), **b** genes belonging to “Migration of cells” pathway that are upregulated in patients with high enrichment of the IL-22 transcriptional program, as identified using IPA downstream analysis. Genes have been further subdivided into functional categories. Symbols denote type of protein, color denotes regulation and color of line denotes relationship, **c** regulator effects analysis performed on the top 3 predicted upstream activators by IPA in the patients with high enrichment for the IL22 transcriptional program, **d** normalized expression intensity (to healthy controls, *n* = 18) of known IL-22 regulators stratified by the IL-22 transcriptional program enrichment (UNIFI, UC *n* = 550, Kruskal–Wallis test with Dunn multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001). Source data for **a** and **d** are provided as a Source Data file.

To probe which mediators were potentially driving the transcriptional changes observed in patients with ustekinumab resistance, we performed an Upstream Regulator Analysis (IPA, Ingenuity). This algorithm identifies upstream mediators predicted to modulate the expression of transcripts in a user-defined dataset using large-scale causal networks. The top 3 predicted upstream regulators of the gene expression changes observed in colonic biopsies of patients with high IL-22 enrichment scores were lipopolysaccharide (z-score=5.1, right-tailed Fisher’s exact test, *P* value = 2.76×10^−22^), TNF (z-score = 4.6, right-tailed Fisher’s exact test, *P* value = 2.97 × 10^−18^), and IL-1β (z-score = 5.7, right-tailed Fisher’s exact test, *P* value = 5.72 × 10^−16^) (Supplementary Fig. 4C). To gauge the biological impact of these predicted mediators we performed Regulator Effects analysis (Ingenuity IPA), an algorithm which connects activated regulators with downstream differentially expressed genes in the dataset. All three of the top predicted upstream regulators had closely related, overlapping mechanistic networks, converging around activation of IL1β, and induction of the transcription factors NFKB1, JUN and RELA (Fig. 2c).

These data also offer insights into unexpected observations in our dataset. We initially anticipated that patients with the highest enrichment scores for IL-22 responsive transcripts would respond favorably to ustekinumab, based on the notion that these patients have augmented IL-23/IL-22 axis activity, and hence are more likely to be amenable to IL-23 blockade, since IL-23 is an important driver of IL-22 production^13,17–21^. However, IL-23 is not the only driver of IL-22 production; other cytokines, such IL-1^22^, IL-6^23,24^ and TL1A^25^ can also trigger IL22 production. Crucially, although there was only a small difference in the expression of transcripts encoding the two subunits of IL-23 (IL-23A and IL-12B) in patients with high IL-22 enrichment scores, there was a substantial increase in the expression of other drivers of IL-22, including *IL1B and IL6* (Fig. 2d, Supplementary Fig. 5). One possible explanation for these observations is that IL-23 blockade with ustekinumab is likely to be ineffective in patients with augmented expression of alternative drivers of IL-22 production, such as IL-1β, and are consistent with the possibility of IL-1β being an important driver of ustekinumab resistance, by triggering activation of IL-22 regulated pathways in an IL-23 independent manner.

### IL-22 regulates expression of neutrophil-active chemokines and other pro-inflammatory transcriptional modules in colonic epithelial cells

Our data imply that IL-22 is potentially involved in mediating a harmful transcriptional program in colonic epithelial cells, and that patients with the greatest magnitude of expression of IL-22 responsive transcripts are likely to be resistant to ustekinumab therapy. To further understand potential pathogenic mechanisms mediated by IL-22, we conducted a more in-depth analysis of IL-22-induced transcriptional changes in colonic organoids at both transcript and pathway level, including a comparison of IL-22 mediated epithelial regulation with changes induced by other cytokines elevated in UC mucosa, including IFNγ, IL-17A, IL-13 and TNF. Canonical Pathway analysis of the IL-22 regulated transcriptional program in colonic epithelial cells confirmed activation of IL-22 signaling and activation of other TREM1 signaling, acute phase response, inflammasome activation, toll-like receptor signaling, Th17 pathway activation and notch signaling (Fig. 3a and Supplementary Fig. 6).

**Fig. 3:**
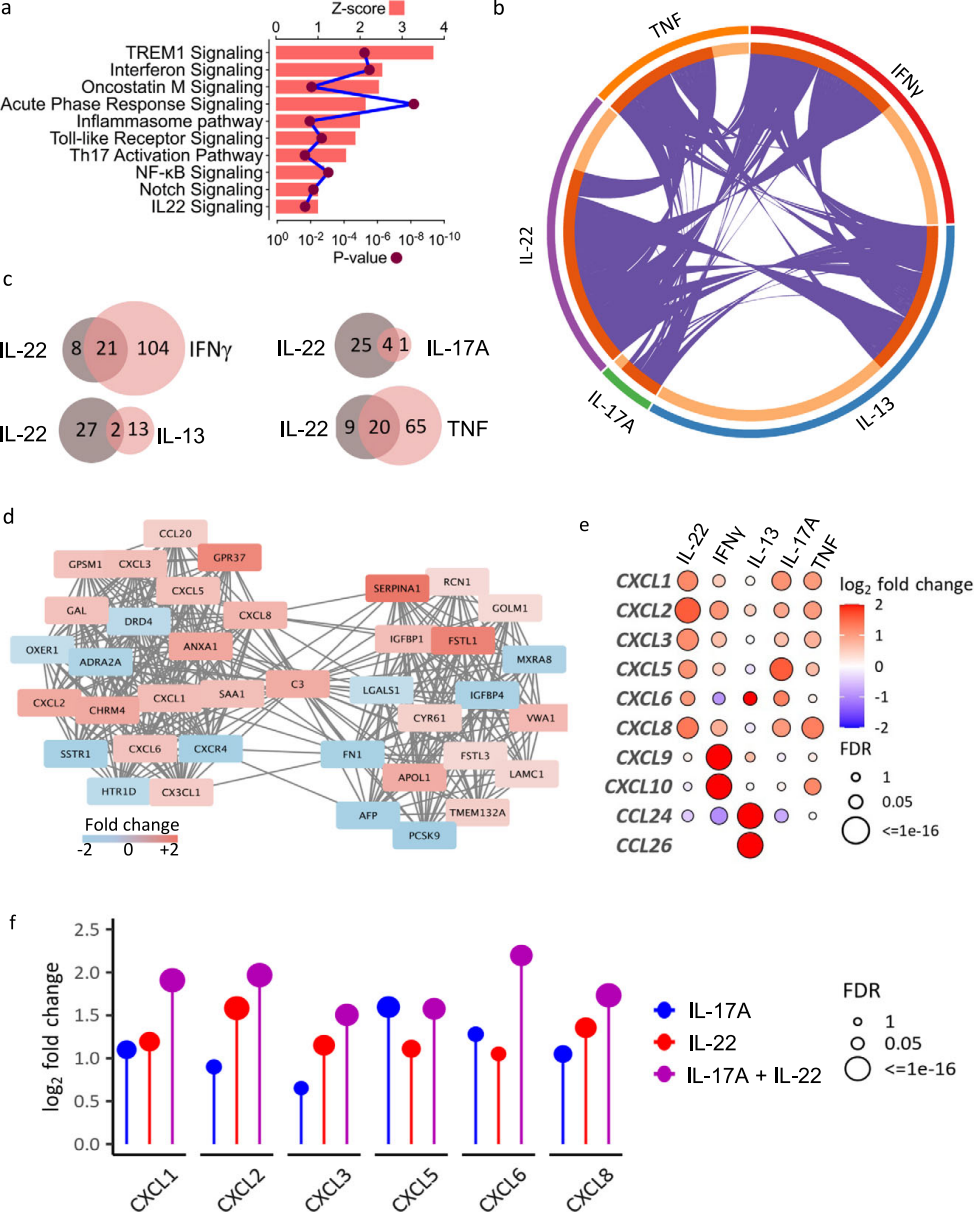
Causal network analysis identifies induction of neutrophil-active chemokines as a key biological activity of IL-22 in the colonic epithelium. **a** Top 10 pathways enriched in transcriptional changes regulated by IL-22 in human colonoids (*n* = 4) as identified by IPA, **b** Circos plot showcasing the shared differentially expressed transcripts regulated by the different cytokines in human colonic organoids (purple lines connecting same genes across DEG lists), **c** Venn diagrams of shared canonical pathways identified in IPA between IL-22 and other pro-inflammatory cytokines, **d** clique of neutrophil attracting chemokines regulated by IL-22 identified by protein–protein interaction (PPI) network analysis (STRING), colors depict fold changes [log_e_]. **e** Rulation of transcripts coding for chemokines by IL-22 and other cytokines in human colonoids, **f** cumulative effect of IL-22 and IL-17A co-treatment in the expression of neutrophil-attracting chemokines (FDR: false discovery rate). Source data for **a**, **e** and **f** are provided as a Source Data file.

Of the 1251 transcripts regulated by IL-22, 322 (26%) were uniquely regulated by IL-22, whereas 1573 (74%) were additionally regulated by other cytokines. At transcript level, the greatest degree of overlap was observed between IL-22 and IFNγ (Fig. 3b, Supplementary Table 2). There was also substantial overlap between IL-22-regulated transcripts and transcripts regulated by TNF and IL-17A. Conversely, there was relatively low co-regulation of transcripts induced by IL-22 and IL-13. A similar pattern was observed at biological pathway level. The majority of canonical pathways regulated by IL-22 were also regulated by IFNγ and TNF, whereas there was little overlap with IL-13-regulated biological pathways (Fig. 3c).

We also examined whether enrichment scores for these other pro-inflammatory cytokines were associated with response to ustekinumab. In the case of IL-13 and IL-17A, there was no association between their enrichment scores and clinical response, mucosal healing or deep remission (Supplementary Fig. 7). Interestingly, enrichment scores for IFNγ, the cytokine which most strongly overlapped with IL-22, was also associated with response to ustekinumab, albeit slightly less than IL-22. TNF enrichment scores were only weakly associated with some, but not all outcomes in response to ustekinumab.

Biological pathway and causal network analysis identified prominent activation of cell trafficking pathways in IL-22 treated organoids, most notably around neutrophil recruitment (Supplementary Fig. 8). Analysis of the top molecular and cellular functions of the gene expression changes induced by IL22 confirmed a highly significant association with cell movement, which was the most significantly associated annotation. Based on DEGs induced by IL-22, a protein–protein interaction (PPI) network analysis identified cliques of networks regulated by IL-22 in colonoids, and among the most highly complex is a clique of neutrophil attracting chemokines, including CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8 (Fig. 3d) (Analysis in Cytoscape utilizing the STRING database to generate a PPI network of the IL-22 regulated DEG, complexity assessed by the M-Code algorithm. Colors depict fold changes [log_e_]).

To further probe how IL-22, and other pro-inflammatory cytokines might impact epithelial regulation of immune cell trafficking we investigated the profile and pattern of chemokine expression in colonoids treated with these different immune cues. Each cytokine studied regulated a unique pattern of chemokine expression (Fig. 3e). IL-22 preferentially upregulated the neutrophil-active CXC-family chemokines *CXCL1*, *CXCL2*, *CXCL3*, *CXCL4*, *CXCL5*, *CXCL6* and *CXCL8*, a function shared with IL-17A. IFNγ strongly upregulated *CXCL9* and *CXCL10*, whereas IL-13 was only cytokine to strongly upregulate both eosinophil-active chemokines *CCL24* and *CCL26*. In view of the shared regulation of neutrophil-active chemokines by IL-22 and IL-17A, we further investigated how these 2 cytokines might interact by evaluating gene expression changes occurring in colonic organoids treated with a combination of IL-17A and IL-22. Together IL-17A and IL-22 created synergistic effects for induction of CXC-family neutrophil-active chemokines (Fig. 3f).

### The IL-22 regulated transcriptome correlates with colonic neutrophil accumulation which is associated with resistance to ustekinumab therapy in ulcerative colitis

In keeping with the hypothesis that epithelial-derived IL-22 regulated neutrophil-active chemokines were functionally important in UC pathogenesis, we observed significant upregulation of CXC-family chemokines in the colon of UC patients in comparison with healthy control subjects in 2 independent, large datasets (UNIFI and GSE50971, Fig. 4a, b). Moreover, there was a significant positive correlation observed between the IL-22 enrichment score and the enrichment of CXC-family neutrophil-active chemokines (Fig. 4c).

**Fig. 4:**
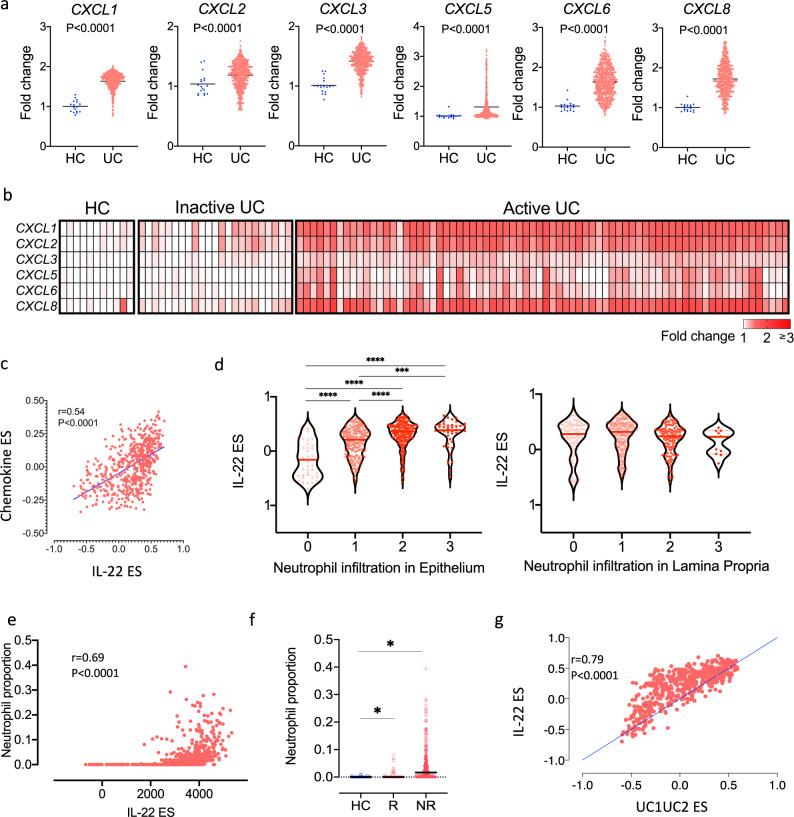
The IL-22 regulated transcriptome correlates with colonic neutrophil accumulation which is associated with resistance to ustekinumab therapy in ulcerative colitis. **a** Relative expression of neutrophil attracting chemokines in sigmoid biopsies of UC patients participating to the UNIFI study (*n* = 550) and non-IBD controls (*n* = 18) (Mann–Whitney test, two-tailed, no multiple testing correction applied), **b** relative expression of the neutrophil attracting chemokines in the colonic mucosa of healthy controls (HC), UC patients with inactive and active disease (GSE50971), **c** non-parametric correlation (Spearman two-tailed) between the enrichment score for the IL-22 transcriptional program and the chemokine gene set (*CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8*), *r* = 0.54, 95% CI (0.48, 0.60), **d** IL-22 enrichment scores stratified by the neutrophil subscore of the Geboes histology score in the epithelium and lamina propria in colonic biopsies sampled from the UNITI cohort prior to starting ustekinumab. A higher subscore reflects an increase in neutrophil infiltration (for lamina propria 0: no increase, 1: mild but unequivocal increase, 2: moderate increase, 3: marked increase; for epithelium 0: none, 1: <5% crypts involved, 2: <50% crypts involved, 3: >50% involved) (Kruskal–Wallis test with Dunn’s multiple comparisons test, ****p < 0.0001, ***p < 0.001, line denotes median, *n* = 550) **e** bioinformatically computed proportion of neutrophils (Cibersort) in mucosal biopsies of UC patients participating in the UNIFI trial correlates positively (Spearman correlation, two-tailed) with the IL-22 enrichment score (single sample gene set enrichment analysis-ssGSEA), **f** bioinformatically computed proportion of neutrophils (Cibersort) in mucosal biopsies of UC patients participating in the UNIFI trial stratified by response (mucosal healing, week 8) to ustekinumab and healthy controls (HC, *n* = 18). UC: UC patients *n* = 358, R responders, NR non-responders, *p < 0.0001 for NR vs. R and for UC vs. HC, Mann–Whitney test, two-tailed, box & whiskers representing interquartile range and overall range, median value depicted with horizontal line, **g** non-parametric correlation (Spearman, two-tailed) between the enrichment score for the IL-22 transcriptional program and the enrichment score for the gene set defining UC1 and UC2 populations by Czarnewski et al. (*r* = 0.79), 95% CI (0.77,0.83), (FDR false discovery rate). Source data for **a**, **c**, **d**–**g** are provided as a Source Data file.

We further investigated this possibility by exploring the relationship between the IL-22 enrichment score and neutrophil recruitment in the colonic mucosa in UC patients in the UNIFI cohort. The histological severity of UC can be scored using haematoxylin and eosin-stained colonic sections using the Geboes score, and severity grading includes an assessment of neutrophil infiltration in both the lamina propria (LP) and epithelium^26^. Strikingly, the magnitude of neutrophil infiltration in the epithelium but not the lamina propria correlated with the magnitude of the IL-22 ES (Fig. 4d).

It is possible to estimate the proportion of different immune cell types in tissue sample based on gene expression profiles and cellular deconvolution tools, such as Cibersort^27^. The estimated proportion of neutrophils in colonic tissue in colonic tissue of UC patients from the UNIFI cohort strongly correlated with IL-22 enrichment scores (Fig. 4e). Moreover, the proportion of neutrophils in colonic tissue also differentiated responders and non-responders to ustekinumab, consistent with the possibility that IL-22-driven colonic neutrophil recruitment has an important function in treatment resistance (Fig. 4f).

A gene set of 57 homolog genes, conserved between mouse and human colitis, has been previously been shown to stratify patients with UC in two groups (UC1, UC2) based on response to biological therapy^28^. In that study, the most highly enriched pathways in patients with refractory disease included neutrophil-related pathways and neutrophil degranulation. We found that 19/57 (33%) of these genes were regulated by IL-22 (21.95 fold enrichment, *P* = 1.26e^−27^, hypergeometric test), and there was a positive correlation in the enrichment of those 57 genes with the IL-22 ES in the UNIFI cohort (Fig. 4g), providing further supportive evidence of the association between the IL22 transcriptional program, neutrophil chemoattraction and refractory disease.

### IL-22 mediated remodeling of the colonic epithelial transcriptome is conserved across species at gene and pathway level

Next, we investigated whether IL-22-mediated regulation of neutrophil-active chemokine expression was functionally important in colitis. The first step was to evaluate whether IL-22-mediated regulation of human colonic epithelial function was conserved across species. A comparison of differentially expressed genes and biological pathways induced by IL-22 in human and mouse colonoids, demonstrated significant correlation at both transcript (Spearman, two-tailed, $$r^2=0.65$$, *P* < 0.0001) and pathway (Spearman, two-tailed, $$r^2=0.79$$ and *P* < 0.0001) level (Fig. 5a, b). In mouse colonic organoids, IL-22 selectively induced expression of the neutrophil-active chemokines *Cxcl1*, *Cxcl3* and *Cxcl5*, with minimal impact on the expression of other CXC-family chemokines (Supplementary Fig. 9A). In the CC family of chemokines, we observed induction of *Ccl7* and weaker induction of *Ccl2* by IL-22, with little or no impact on other chemokine genes (Supplementary Fig. 9B). We validated these findings using real time PCR, which confirmed time and dose-dependent induction of *Cxcl5* (Supplementary Fig. 9C). As observed in human colonoids, IL-22 induced expression of *Cxcl1* and *Cxcl5*, and was synergistically augmented by IL-17A (Fig. 5c). We confirmed these observations at protein level by measuring chemokine production in supernatants of mouse colonic organoids cultured with recombinant mouse cytokines (Fig. 5d).

**Fig. 5:**
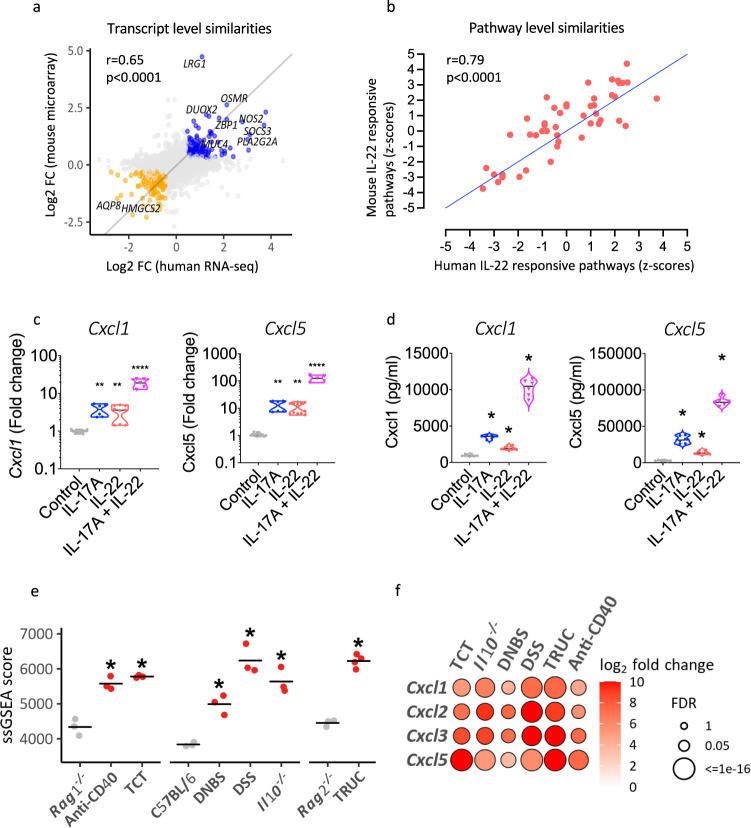
IL-22 mediated remodeling of the colonic epithelial transcriptome is conserved across species at gene and pathway level. **a** Non-parametric (Spearman, two-tailed) correlation of transcripts regulated by IL-22 in human and mouse colonoids (FC fold change) [*r* = 0.65, (0.60, 0.71), *p* < 0.0001], **b** non-parametric (Spearman, two tailed) correlation of pathways regulated by IL-22 in human and mouse colonoids (z-scores derived from Ingenuity Pathway Analysis- IPA) [*r* = 0.79, (0.64, 0.88), *p* < 0.0001], **c** effects of IL-22, IL-17A and their combination to the regulation of the neutrophil attracting chemokines *Cxcl1* and *Cxcl5* expression in mouse colonoids, (*n* = 12, Kruskal–Wallis with Dunn’s multiple comparisons test, **p < 0.01, ****p < 0.0001, median denoted with black line), **d** effects of IL-22, IL-17A and their combination to the production of the neutrophil attracting chemokines Cxcl1 and Cxcl5 in mouse colonoids (*n* = 6, paired Wilcoxon, two tailed test, all comparisons against control, *p = 0.31, median denoted with black line), **e** enrichment of the IL-22 transcriptional program (top 50 upregulated genes by IL-22 in mouse colonoids) in preclinical models of colitis (single sample GSEA), including the T-cell transfer model (induced by adoptive transfer of naive CD4^+^ T cells to *Rag2*^*−/−*^ mice), the spontaneous, microbiota-dependent models of colitis developing in *Il10*^*−/−*^, and the *Tbx21*^*−/−*^ *Rag2*^*−/−*^ Ulcerative Colitis (TRUC) mice, colitis occurring following administration of DSS administration in drinking water, or rectal administration of DNBS, and innate-immune-mediated colitis occurring in *Rag1*^*−/−*^ mice following administration of agonistic anti-CD40 antibodies (*n* = 3 biological replicates per group, Mann–Whitney test, one-tailed, for all comparisons *p = 0.05, besides TRUC vs Rag2^*−/−*^ *p = 0.03, line representing median), **f** relative expression of neutrophil attracting chemokines in colonic tissue of different mouse models of colitis. (FDR: false discovery rate). Source data for **a**–**d** are provided as a Source Data file.

We investigated whether IL-22 responsive transcripts were enriched in the colon in mouse models of colitis. 

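Colon RNA of 29 mice was sequenced as poly(A) RNA in paired-end Illumina libraries, 1 library per mouse. The 6 colitis models were the TRUC mice (n = 4), DSS given in drinking water (n = 3), rectal DNBS (n = 3), IL-10 deficiency (n = 4), transfer of naive CD4+ T cells, abbreviated TCT (n = 3), and agonistic anti-CD40 antibody (n = 3). The 3 control groups were untreated wild-type mice (n = 3) for DSS, DNBS and IL-10 deficiency, untreated mice labelled Rag1-/- (n = 3) for TCT and anti-CD40, and untreated mice labelled Rag2-/- (n = 3) for TRUC. The labels and the paper describe several groups differently. The labels name BALB/c for the wild-type, DNBS, DSS and IL-10 deficiency mice, where the paper names C57BL/6 for the wild-type and DSS mice and gives no strain for DNBS. For the IL-10 deficiency model the labels give a blocking antibody, where the paper gives Il10-/- mice. Treatment and title name this antibody as against IL-10, while the dose of 750 µg is given for one against the IL-10 receptor. The labels give 5 days of 3% DSS and culling at day 10, where the paper gives 5 or 6 days of DSS and culling at day 7 or 8. T-cell recipients are called Rag1-/- in the genotype labels and in the paper's methods, but Rag2-/- in the treatment labels and in the legend of Fig. 5. Culling followed transfer by 6 to 8 weeks in the labels and by 4 to 6 weeks in the paper, and the cells given were 500000 in the labels and 500000 or 2000000 in the paper. DNBS mice received 3 mg and were culled at day 3. The anti-CD40 dose (50 µg, culling after 7 days) is given in the labels only. Fig. 5e states n = 3 per group, while TRUC and IL-10 deficiency have 4 mice each here. Which of these mice it used is not stated, so all were used.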

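The authors deposited raw counts, the whole number of reads assigned to each gene in each mouse, without normalization. For the colonoid RNA-seq the methods describe removal of low-quality read pairs, alignment with TopHat to the human genome and counting with HTSeq of pairs mapped uniquely and concordantly. The paper's text does not name the aligner, genome build or annotation of the mouse libraries. The table held 54532 genes, listed by Ensembl identifier, of which 54409 were matched to a gene symbol, and 92 spike-in controls with a total count of 0. Total counts per mouse ranged from 10725564 to 14977094, with a median of 12287039. They ranged from 12040245 to 14317858 (median 12661770) in TRUC, from 12287039 to 13801015 (median 13497787) in DSS and from 11778016 to 14977094 (median 12106485) in DNBS. The ranges were 11468819 to 12930430 (median 12284876) in IL-10 deficiency, 10730181 to 11659953 (median 11394786) in TCT and 11079556 to 14266555 (median 12553921) in anti-CD40. The wild-type controls had 11519242 to 13524777 (median 11746382), the libraries labelled Rag1-/- control 11108535 to 12418161 (median 11775182) and the Rag2-/- controls 10725564 to 13051318 (median 12542360). A count of 0 allows up to 3 counts in these libraries. This is between 0.179 and 0.314 CPM, counts relative to the library total after the TMM scaling described below. Such limits cover counting error only, since the reads carry no molecular identifiers. No sequencing batch or date is given in the labels or the paper. Counts were scaled here with edgeR's TMM method, and the 18616 genes with a mean count of at least 3 over all mice, the limit the paper states for its colonoids, were tested. All 9 groups entered a single fit without pairing, and each model was compared with its own control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Levels are given as CPM on the TMM scale.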

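The targeted genes were read first as a check of the labels. Counts per gene do not show which part of a gene is transcribed, so a disrupted gene that is still transcribed cannot be told from an intact gene. Rag2 transcripts were found at 1.55 ± 0.581 CPM (SD, n = 3) in the Rag2-/- controls and at 5.72 ± 0.832 CPM (SD, n = 4) in TRUC. They were found at 1.15 ± 0.652 CPM (SD, n = 3) in the libraries labelled Rag1-/- control and at 5.48 ± 2.66 CPM (SD, n = 3) in those labelled anti-CD40, with no count in any TCT library. Rag1 transcripts were found at 2.35 ± 0.515 CPM (SD, n = 3) in TCT and had at most 4 counts in every library labelled Rag1-/- control. The libraries labelled Rag1-/- control and anti-CD40 therefore showed the pattern of the Rag2-/- libraries, and the TCT libraries another. The comparisons of TCT and anti-CD40 rest on the labels as deposited. Tbx21, which the TRUC mice lack by genotype, had 26 to 52 counts in the libraries labelled TRUC and 1 to 7 counts in the Rag2-/- controls. Il10 had 61 to 111 counts in the IL-10 deficiency libraries and 1 to 4 counts in the wild-type controls.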

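Fig. 5e scores the 50 genes most raised by IL-22 in mouse colonoids, and the paper's text does not list them. A score was computed here from 17 mouse genes that the paper's text or figures name as regulated by IL-22. They are Lrg1, Osmr, Duox2, Nos2, Zbp1, Socs3, Muc4, Pla2g2a, Cxcl1, Cxcl3, Cxcl5, Ccl7, Ccl2, Reg3b, Reg3g, Fut2 and Saa3. The single-sample GSEA (ssGSEA) score of each mouse, which has no unit, was computed with gseapy from log2 CPM with a prior count of 2. In the libraries labelled TRUC the score was 7292 ± 312 (SD, n = 4), against -679 ± 253 (SD, n = 3) in the Rag2-/- controls. The wild-type controls scored -2301 ± 169 (SD, n = 3). The models compared with them scored 4948 ± 1334 for DSS (SD, n = 3), 1352 ± 1733 for DNBS (SD, n = 3) and 5948 ± 420 for IL-10 deficiency (SD, n = 4). The libraries labelled Rag1-/- control scored -416 ± 658 (SD, n = 3), against 5519 ± 487 for TCT and 4724 ± 855 for the libraries labelled anti-CD40 (SD, n = 3 each). Every mouse with colitis scored above every mouse of its own control group. The exact one-sided permutation test of the rank sum gave p = 0.0286 for TRUC and IL-10 deficiency and p = 0.05 for the other 4 models, the smallest p these numbers of mice allow. The exact two-sided permutation p was 0.0571 for TRUC and IL-10 deficiency and 0.1 for the others, so no two-sided test could pass 0.05. Adjusted over the 6 models, the one-sided p was 0.05 for each in the exact permutation test. The lowest DNBS score was -451 and the highest 3004. With each mouse left out in turn, the DNBS difference of 3653 ran from 2827 to 4555, the latter without DNBS mouse 11. The difference of 7971 for TRUC became 10102 without the filter on low counts and 4344 with the mouse counterparts of genes raised in human colonoids, and every p was the same.

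**Figure D1:**
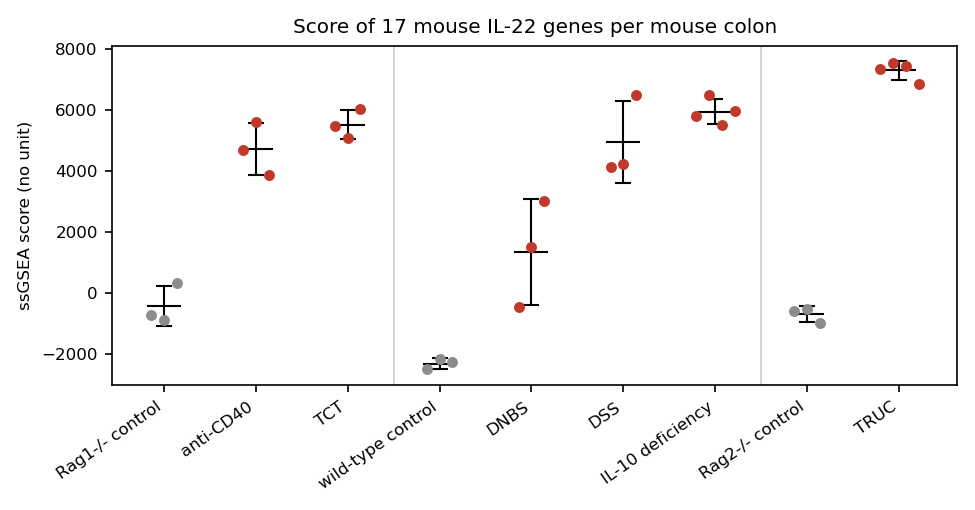
ssGSEA score (no unit) of the 17 genes in each mouse, by group as labelled, with controls in grey and colitis models in red, and each model to the right of its own control group between the vertical lines. Horizontal bars are means and error bars SD, and DNBS spans -451 to 3004 while the wild-type controls lie between -2490 and -2165.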

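Among the 17 genes, the number higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test was 17 in TRUC, 14 in DSS, 13 in DNBS, 17 in IL-10 deficiency, 15 in TCT and 14 in anti-CD40, and none was lower past that threshold. Adjusted over the list alone, the counts were 17, 15, 15, 17, 15 and 16, in the same order. The median log2 fold change of the list was 6.14 in TRUC, 5.03 in DSS, 3.35 in DNBS, 5.25 in IL-10 deficiency, 3.82 in TCT and 3.64 in the libraries labelled anti-CD40. With genes absent from the controls set at their lower bound, the medians of DNBS, IL-10 deficiency and anti-CD40 were 3.05, 5.02 and 3.35, and the others were the same. Against all other genes, limma's camera with a preset correlation between genes of 0.01 gave p values from 5.17e-22 in anti-CD40 to 2.32e-10 in TCT. All 6 calls held under fry, with p at most 6.19e-05, and with an estimated correlation, with p from 0.00175 in anti-CD40 to 0.0268 in TCT. For the 12 genes left when the chemokines were removed, the estimated correlation gave p = 0.0588 in TCT and at most 0.00682 in the other models. The list is not independent of colitis. Reg3b, Reg3g, Fut2 and Saa3 were taken from the paper's data on DSS colitis. Cxcl1, Cxcl3 and Cxcl5 are also shown by the paper in colitis. Pla2g2a, among the 17 genes, is listed as a polymorphic pseudogene, a gene intact in some strains only. Its log2 fold change ran from -0.869 to 6.83 over the models. Where a model and its controls may differ in background, as in TCT, its value is uncertain. With only the 8 genes labelled as raised by IL-22 in colonoids (Fig. 5a), an alternative added after seeing the data, camera gave p at most 1.22e-05 with the preset correlation and at most 0.0469, in TCT, with an estimated correlation, and the median log2 fold change ran from 2.44 in TCT to 4.77 in IL-10 deficiency.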

GSVA demonstrated significant enrichment of the mouse IL-22 responsive transcriptional module across 6 different colitis models (Fig. 5e). Similar to our observations in human UC, there was significant upregulation of the neutrophil-active chemokines *Cxcl1*, *Cxcl2*, *Cxcl3* and *Cxcl5* across all models of colitis tested, indicating that this core chemokine module is conserved in colitis development across species (Fig. 5f).

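The 4 chemokine genes lie together on chromosome 5 in the GENCODE M21 annotation of GRCm38, to which the Ensembl identifiers of the counts were matched. Cxcl5 (ENSMUSG00000029371) lies between 90759360 and 90761624, Cxcl3 (ENSMUSG00000029379) between 90786103 and 90789600, Cxcl1 (ENSMUSG00000029380) between 90891241 and 90893115, and Cxcl2 (ENSMUSG00000058427) between 90903871 and 90905938. Cxcl2 and Cxcl3 share sequence, since 5.84% of the 50-base windows of Cxcl2 and 4.29% of those of Cxcl3 occur in another gene, which leaves their counts slightly uncertain. All 24 comparisons of the 4 genes in the 6 models had a higher level in colitis at an adjusted p under 0.05, and in each the lowest mouse with colitis lay above the highest control. Cxcl1 was at 63.8 ± 15.2 CPM (SD, n = 4) in the libraries labelled TRUC and 0.347 ± 0.116 CPM (SD, n = 3) in the Rag2-/- controls, a log2 fold change of 7.49 (standard error 0.831, adjusted p = 5.64e-07 in edgeR's quasi-likelihood test). It was at 27.1 ± 23.4 CPM in DSS, 2.75 ± 2.89 CPM in DNBS (SD, n = 3 each) and 13.5 ± 9.13 CPM in IL-10 deficiency (SD, n = 4), against 0.179 ± 0.12 CPM in the wild-type controls (SD, n = 3). These are log2 fold changes of 7.20, 3.85 and 6.20, with standard errors of 0.906, 1.02 and 0.900, and the adjusted p of the same edgeR test was 6.01e-06, 0.0273 and 8.53e-06. When each mouse was left out in turn, they ran from 6.23 to 7.81 in DSS, 2.55 to 4.47 in DNBS and 5.64 to 6.80 in IL-10 deficiency. The libraries labelled Rag1-/- control had 0.237 ± 0.0615 CPM (SD, n = 3), TCT 8.94 ± 2.65 CPM and the libraries labelled anti-CD40 5.32 ± 3.56 CPM (SD, n = 3 each). The log2 fold changes were 5.16 and 4.41, and the adjusted p 0.00011 and 0.00181 in that edgeR test.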

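Cxcl2 and Cxcl3 had at most 3 counts in every control library, so their rises are given as lower bounds. Cxcl2 was at least 156-fold higher in TRUC, 850-fold in DSS, 20.4-fold in DNBS, 75.6-fold in IL-10 deficiency, 41.5-fold in TCT and 14.3-fold in anti-CD40, as labelled. Its adjusted p in edgeR's quasi-likelihood test ran from 3.99e-06 in DSS to 0.0256 in DNBS and anti-CD40. Cxcl3, with no count in any control library, was at least 152-fold higher in TRUC, 119-fold in DSS, 8.26-fold in DNBS, 25.7-fold in IL-10 deficiency, 21.0-fold in TCT and 9.25-fold in anti-CD40, with an adjusted p from 1.79e-05 to 0.0386 in that test. In DSS the mean of Cxcl2 was 209 ± 306 CPM (SD, n = 3), carried by mouse 8 at 562 CPM, while the others were at 27.1 and 38.2 CPM. Cxcl3 was at 71.7 CPM in the same mouse and at 7.43 and 8.41 CPM in the others. Without mouse 8, a check chosen after the values were seen, Cxcl2 was at least 133-fold and Cxcl3 at least 32.2-fold higher in DSS. Cxcl5 was at 582 ± 187 CPM (SD, n = 4) in the libraries labelled TRUC, at least 2190-fold above its controls, and was at least 474-fold higher in TCT and 72.5-fold in anti-CD40. The latter became 35.0-fold without mouse 7, at 38.1 CPM with the others at 6.53 and 11.6 CPM. The wild-type controls had 3.05 ± 0.262 CPM of Cxcl5 (SD, n = 3), and the log2 fold change was 5.84 in DSS, 3.60 in DNBS and 5.02 in IL-10 deficiency, with edgeR adjusted p of 4.24e-06, 0.00373 and 3.88e-06. DNBS had the weakest evidence. When any wild-type control mouse was left out, Cxcl1, Cxcl2 and Cxcl3 in DNBS passed the threshold no longer, with edgeR adjusted p from 0.0764 to 0.12. Without DNBS mouse 14 this held for Cxcl2 and Cxcl3, and without DNBS mouse 16 for Cxcl1, Cxcl2 and Cxcl3, with an adjusted p for Cxcl1 of 0.249. In the libraries labelled anti-CD40, Cxcl2 lost its call without mouse 7 (edgeR adjusted p = 0.138) or without any of its control mice, and Cxcl3 without mouse 7 (edgeR adjusted p = 0.0675). Mouse 7 had 6.77 CPM of Cxcl2, with the others at 2.91 and 1.36 CPM. It had 4.37 CPM of Cxcl3, with the others at 1.50 and 1.29 CPM, so both bounds lean on this mouse. In DNBS the bound of Cxcl2 leans on mouse 14, at 8.84 CPM with the others at 1.19 and 5.03 CPM. Fitted on the DNBS and wild-type mice alone, edgeR gave Cxcl1 an adjusted p of 0.0685.

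**Figure D2:**
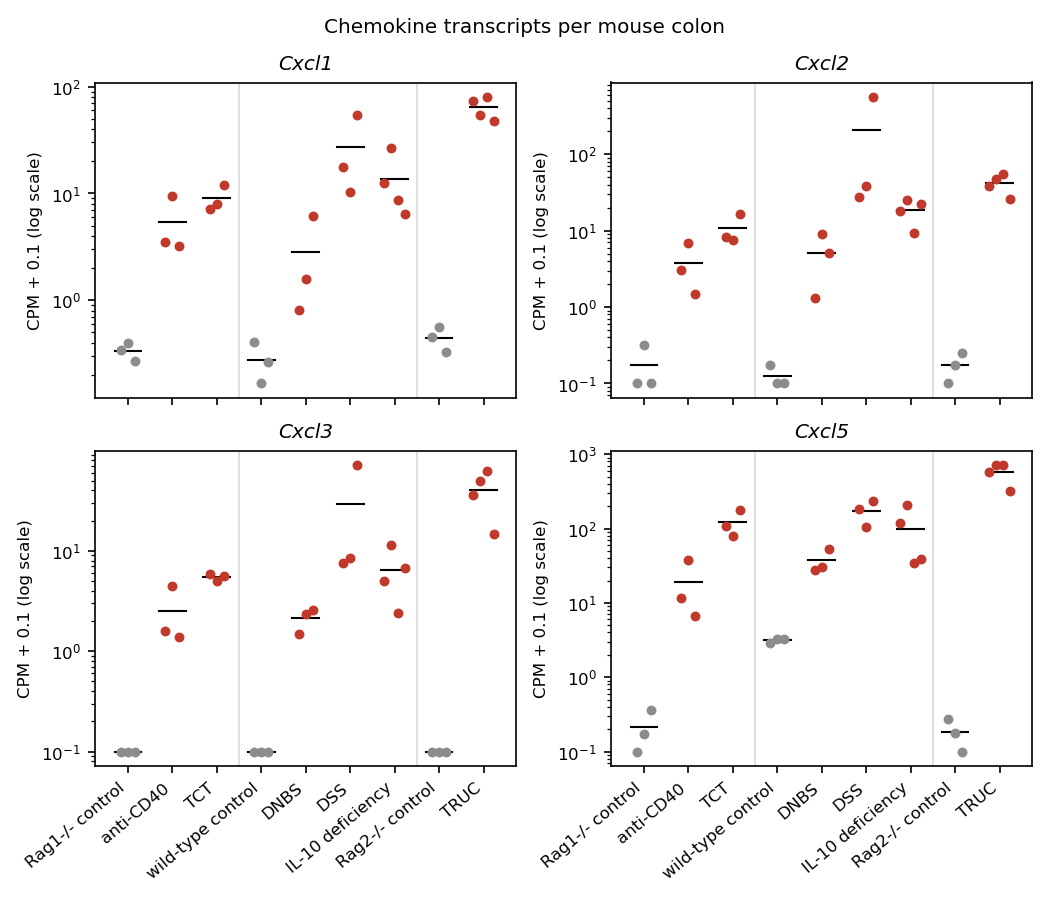
CPM plus 0.1 (log scale) of Cxcl1, Cxcl2, Cxcl3 and Cxcl5 in each mouse, by group as labelled, with controls in grey, colitis models in red and group means as bars. Cxcl5 in the wild-type controls lies near 3.05 CPM, well above the other control groups.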

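The size of the rise differed between the 6 models for each of the 4 genes in edgeR's quasi-likelihood F test of equal contrasts, with adjusted p of 0.00142 for Cxcl1, 3.29e-05 for Cxcl2, 0.00401 for Cxcl3 and 5.27e-06 for Cxcl5 over the 109 list genes so tested. Because the labels of the Rag1-/- controls are in doubt, TCT was also compared with the wild-type controls and anti-CD40 with the Rag2-/- controls, alternatives chosen after seeing the data. In edgeR the log2 fold changes in TCT were then 5.60 for Cxcl1 and 5.32 for Cxcl5, and all 8 such comparisons passed the threshold. Over all 18616 genes tested, 200 were higher and 114 lower past the threshold in all 6 models. Without wild-type control mouse 1 only 156 genes were higher and 42 lower in DNBS, so fewer genes could then pass in all 6 models. The models share control mice, so unchanged groups were simulated against the same controls in 20 tables, and the highest count of such genes was 0. Genes with the same sign in all 6 models made up 37.25% of those tested, against a median of 8.63% in the simulated tables. No model was changed in these tables, so they show what shared controls alone give. They do not show whether the overlap exceeds that of models with many changed genes each. Genes were ordered by the smallest of their 6 fitted log2 fold changes, which depend on the prior count for genes absent from the controls. The largest rises were those of Prss22, Cxcl3, Gm12891, Ido1 and Gm4841, of which only Ido1 had more than 2 counts in any control. The largest falls were those of Mettl7a2, Odf3b, Pbld1, 9830144P21Rik and Gm16984. With each of the 29 mice left out, a check of these 10 genes chosen after seeing the data, only Prss22 among them passed the threshold in all 6 models every time. Without DNBS mouse 16 the adjusted p in DNBS was 0.224 for Gm12891, 0.522 for Gm4841 and 0.595 for Ido1 in edgeR, and without DSS mouse 8 that of Ido1 in DSS was 0.14. In Gm12891 39.8% and in Mettl7a2 63.2% of the 50-base windows occur in another gene, so their counts are uncertain, and 9830144P21Rik and Gm16984 overlap other genes. From the rise of the 4 chemokines in every model tested, beside the same chemokines in human UC, the paper concludes that this core chemokine module is conserved in colitis across species.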

### IL-22 is a functionally important regulator of neutrophil recruitment in chronic colitis

Next, we tested the functional significance of IL-22-induced regulation of neutrophil-active chemokines in vivo. *Tbx21*^*−/−*^ *Rag2*^*−/−*^ Ulcerative Colitis (TRUC) mice develop chronic, microbiota-dependent colitis with important parallels with human UC. TRUC mice develop chronic, distal colitis which is dependent on IL-23 and TNF^11,29^. Neutrophil-active chemokines were among the most elevated transcripts in the colon of TRUC mice (*Cxcl5* was 2^nd^ and *Cxcl1* the 11^th^ most highly expressed transcripts across the entire genome, Fig. 6a). 

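The comparison of Fig. 6a was made here on 4 TRUC and 3 Rag2-/- control mice, 7 in all, where the legend states n = 6. Among the 18616 genes tested, ordered by the log2 fold change fitted by edgeR in the libraries labelled TRUC, Cxcl5 held rank 1, Cxcl3 rank 3, Cxcl2 rank 20 and Cxcl1 rank 37. Fitted log2 fold changes of genes that are absent from the controls depend on the prior count, and this applied to Cxcl5, Cxcl2 and Cxcl3 with at most 2 counts in each Rag2-/- control. Cxcl5 rose from at most 2 counts in the controls to at least 3894 counts in each mouse labelled TRUC. The wild-type controls had 3.05 CPM of it, against 0.0845 CPM in the Rag2-/- controls. The size of this rise and its rank therefore rest in part on the low level in the Rag2-/- controls. Reg3b, an antimicrobial lectin gene, held rank 2 and was at least 3260-fold higher, at 866 ± 175 CPM (SD, n = 4). Ordered by adjusted p among the genes that rose, Cxcl5 held rank 10 and Cxcl1 rank 66. Ordered by mean CPM in TRUC, Cxcl5 held rank 232 and Cxcl1 rank 4120. With each mouse left out in turn Cxcl5 held rank 1 or 2, the latter without Rag2-/- control mouse 2 or 4, and Cxcl1 ranks between 34 and 46.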

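In this comparison 4163 genes were higher and 4361 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 45.8% of those tested. Of these, 4071 higher and 4158 lower genes showed no overlap between the mice of the groups. With upper quartile in place of TMM scaling, which moved the median log2 fold change of all genes to -0.14, 3413 genes were higher and 5251 lower. After Cxcl5, Reg3b and Cxcl3, the largest rises with no overlap by fitted log2 fold change were those of Serpinb11 and Spink6. They were at least 80.7-fold and at least 77.5-fold, with edgeR adjusted p of 0.000206 and 7.28e-07. By lower bound the order differs, since Prss22 was at least 274-fold and Cxcl2 at least 156-fold higher. The largest falls by fitted log2 fold change were those of Gm11430, Cyp2c55, Cyp2c69, Gas2l2 and Gm43449. Cyp2c55, a cytochrome P450 gene, fell from 151 ± 19.9 CPM (SD, n = 3) to 0.228 ± 0.232 CPM (SD, n = 4), a log2 fold change of -9.30 (standard error 1.15, edgeR adjusted p = 2.15e-06). The others had no count in any mouse labelled TRUC and were at least 24.1-fold (Gm11430), 11.5-fold (Cyp2c69), 5.29-fold (Gas2l2) and 5.17-fold (Gm43449) lower. Cyp2c69 shares 54.3% of its 50-base windows with related genes and Gm43449 lies antisense to Afp, so both are uncertain. Gm43449 also had at most 1 count in every wild-type, DNBS, DSS, IL-10 deficiency and TCT library, so its absence does not follow colitis. Gm11430 fell in no other model. In edgeR it was higher past the threshold in DSS, IL-10 deficiency and anti-CD40, by log2 fold changes of 2.35, 2.11 and 1.41. The absence of Gm11430 in TRUC therefore does not follow colitis in general.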

To test the functional activity of IL-22 in regulating neutrophil-active chemokines we neutralized, genetically disrupted, or administered recombinant IL22 to TRUC mice. In keeping with IL-22 being an important regulator of neutrophil chemotaxis in the colon, administration of neutralizing anti-IL-22 monoclonal antibody (mAb), or genetic deletion of IL-22 resulted in significant loss of *Cxcl1* and *Cxcl5* expression and a significant reduction in the numbers of neutrophils accumulating in the colon (Fig. 6b–d). Moreover, administration of recombinant (r)IL-22 reinstated *Cxcl1* and *Cxcl5* expression and restored excessive neutrophil recruitment in the colon of TRUC *Il22*^*−/−*^ mice (Fig. 6b, d). The functional impact of this axis was also examined by assessing disease activity. IL-22 neutralization or germline deletion of *Il22* was associated with a significant reduction in disease features, including reduced colitis scores and reduced colon mass, whereas administration of rIL-22 restored colitis in otherwise disease free TRUC *Il22*^*−/−*^ mice (Fig. 6e and Supplementary Fig. 10).

**Fig. 6:**
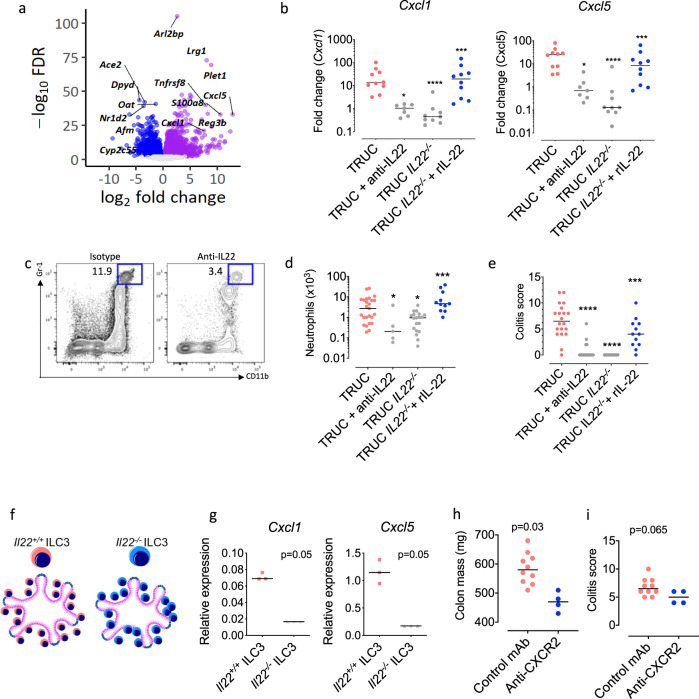
IL-22 is a functionally important regulator of neutrophil recruitment in chronic colitis. **a** Volcano plot demonstrating fold change and *P* value of differentially expressed genes in TRUC mice vs controls (Rag2^*−/−*^)(*n* = 6, biological replicates), **b** effects of IL-22 neutralization to the expression of neutrophil attracting chemokines Cxcl1 and Cxcl5 (*n* = 36 biological replicates, Kruskal–Wallis with Dunn’s multiple comparison test for TRUC + anti-IL22 and TRUC *IL22*^*−/−*^ *vs* TRUC, *p < 0.05, ****p < 0.0001 and Mann–Whitney two tailed test for TRUC *IL22*^*−/−*^ + IL-22 *vs*. TRUC *IL22*^*−/−*^, ***p < 0.001, line denotes median), **c** flow cytometry plot, showing the relative frequency of neutrophils in colonic tissue of TRUC mice treated with a monoclonal antibody blocking IL-22, **d** absolute number of neutrophils in mouse colonic tissue of TRUC mice and TRUC mice with IL-22 neutralization ((*n* = 36, biological replicates, Kruskal–Wallis with Dunn’s multiple comparison test for TRUC + anti-IL22 and TRUC *IL22*^*−/−*^ *vs* TRUC, *p < 0.05, ****p < 0.0001 and Mann–Whitney two tailed test for TRUC *IL22*^*−/−*^ + IL-22 *vs*. TRUC *IL22*^*−/−*^, ***p < 0.001, lines denote median)), **e** effects of IL-22 neutralization on the severity of TRUC colitis (*n* = 36, biological replicates, Kruskal–Wallis with Dunn’s multiple comparison test for TRUC + anti-IL22 and TRUC *IL22*^*−/−*^ *vs* TRUC, ****p < 0.0001 and Mann–Whitney two tailed test for TRUC *IL22*^*−/−*^ + IL-22 *vs*. TRUC *IL22*^*−/−*^, ***p < 0.001, lines denote median), **f** schematic representation of the co-culturing experiment using ILC3 isolated from Il22^−/−^ and control mice and cultured with colonoids, **g** relative expression of Cxcl1 and Cxcl5 in colonoids co-cultured with ILC3 derived from Il22^+/+^ and Il22^−/−^ mice (*n* = 3, biological replicates per group, Mann–Whitney, one-tailed test, line denotes median). **h** Colon mass and **i** colitis score in TRUC mice treated with anti-CXCR2 (*n* = 4) or control antibody (*n* = 14, biological replicates, Mann–Whitney, two-tailed test). Neutralizing anti-IL-22 mAb (clone IL22-01, 200 μg per mouse) were administered intraperitoneally (ip) every 3–4 days. Recombinant IL-22 (rIL-22, 100 μg per mouse) were administered ip at days 0, 4, 8 and 12. Source data for **a**, **b**, **d**, **e**, **g**–**i** are provided as a Source Data file.

Group 3 innate lymphoid cells are the dominant producers of IL-17A and IL-22 in TRUC disease^11^. Therefore, we purified group 3 ILCs from the colon of TRUC and TRUC *Il22*^*−/−*^ mice and co-cultured them with mouse colonic organoids (Fig. 6f). Unlike IL-22 sufficient ILC3, which induced *Cxcl1* and *Cxcl5* expression in colonic organoids, induction of these chemokine transcripts was significantly diminished in colonic organoids co-cultured with IL-22 deficient ILC3 (Fig. 6g). This is based on the assumption that organoids were the chief source of chemokines in this experimental system. Although we did not formally test whether ILCs were a potential source of chemokines, previously published work has failed to detect the expression of these chemokines in colonic ILC3s^30^.

The functional importance of neutrophil recruitment was further probed by blocking CXCR2, the common receptor expressed by neutrophils for CXC-family neutrophil-active chemokines, including CXCL1 and CXCL5. In vivo administration of anti-CXCR2 mAbs to TRUC mice significantly attenuated TRUC disease (Fig. 6h, i). Taken together, these data support the notion that IL-22-mediated induction of neutrophil-active chemokines, including CXCL1 and CXCL5 is functionally important in the recruitment of CXCR2^+^ neutrophils, and that this pathway has an important pathogenic function in colitis.

### IL-22-mediated induction of neutrophil-active chemokines in colonic epithelial cells is dependent on STAT3 signaling

Next, we sought to define the signaling requirements of IL-22-mediated induction of neutrophil-active chemokine expression. In the intestinal epithelium ligation of IL-22 with its specific receptor triggers activation of different signaling pathways, including STAT3 and MAP kinases, such as MAP3K8^31–34^. Immunostaining confirmed immunoreactivity for IL22RA1 only in the colonic epithelium of healthy controls and patients with UC (Supplementary Fig. 11). Consistent with STAT3 and MAP3K8 having an important function in epithelial signaling in UC, we also observed increased immunostaining for pSTAT3 and MAP3K8 in the epithelial compartment in patients with active UC in comparison to healthy controls (6% ± SEM0.2% *vs*. 19% ± SEM7% and 52% ± SEM19% *vs*. 91% ± SEM6% cells, respectively)(Fig. 7a and Fig Supplementary Fig. 11).

**Fig. 7:**
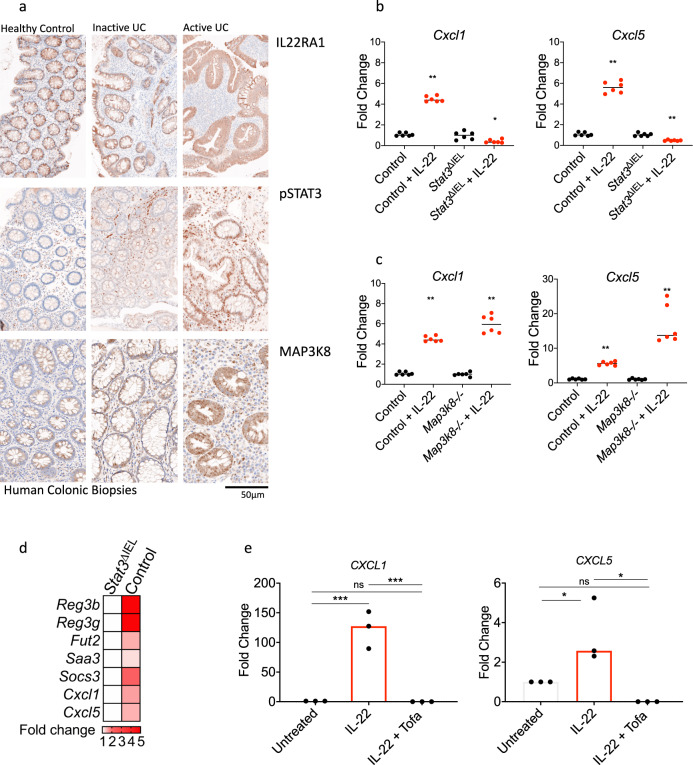
IL-22 mediated induction of neutrophil-active chemokines in colonic epithelial cells is abrogated by JAK inhibition. **a** Representative images of immunostaining for IL22RA1, pSTAT3 and MAP3K8 in the colon of a healthy control, UC patient without active inflammation and a UC patients with active inflammation, **b**, **c** relative expression of *Cxcl1 and Cxcl5* in IL-22 treated colonoids generated from *Villin*-Cre x *Stat3*^fl/fl^ mice (Stat3^ΔIEL^), *Map3k8*^*−/*^^−^ mice and controls, (*n* = 12 biological replicates, Mann–Whitney test, two-tailed *p < 0.05, **p < 0.01). **d** Effects of STAT3 genetic disruption in key gene transcripts regulated by IL-22 (GSE15955) **e** effects of a JAK inhibitor (tofacitinib) in *CXCL1 and CXCL5* expression in human colonic organoids (*n* = 3, biological replicates, ANOVA with Tukey’s multiple comparison test, *p < 0.05, ***p < 0.0001). Source data for **b**–**d** and are provided as a Source Data file.

To examine the requirements of STAT3 and MAP3K8 signaling pathways for the IL-22 regulated induction of CXC-family chemokines in colonic organoids, we generated colonoids from mice with epithelial-specific deletion of Stat3 (*Villin*-Cre x *Stat3*^fl/fl^ mice – subsequently termed Stat3^ΔIEL^), and from mice with germline deletion in MAP3K8. Unlike colonic organoids from control mice (Stat3^fl/fl^), in which IL22 induction of *Cxcl5* was maintained, there was no induction of *Cxcl5* in Stat3^ΔIEL^ organoids (Fig. 7b). In contrast, IL-22 induction of *Cxcl5* was maintained in *Map3k8*^*−/−*^ colonoids (Fig. 7c).

To further investigate the dependence of colonic epithelial STAT3 activation for CXC-family chemokine induction in the context of colitis, we analyzed genome-wide changes in the epithelial compartment in DSS colitis, taking advantage of microarray data available from a previously published study^31^. In this study, gene expression profiling was performed on purified colonic epithelial cells from Stat3^ΔIEL^ and control and mice following induction of colitis. STAT3 responsive genes were defined as transcripts upregulated in epithelial cells from control mice that failed to upregulate in the colonic epithelium of mice with epithelial-specific genetic disruption of STAT3. In Stat3^ΔIEL^ mice there was no expression of several canonical IL-22-regulated genes, such as *Reg3b*, *Reg3g*, *Fut2* and *Socs3*, consistent with STAT3 being required for the induction of these transcripts in the epithelium. Moreover, in agreement with our in vitro observations, there was also lower expression of *Cxcl1* and *Cxcl5* colonic epithelium from Stat3^ΔIEL^ mice (Fig. 7d). These observations have important clinical implications, as small inhibitors of JAK/STAT signaling are now emerging into clinical practice. Tofacitinib, a selective JAK1/JAK3 inhibitor, which prevents phosphorylation and activation of STAT3, has recently been approved for UC^35^. Importantly, tofacitinib significantly inhibited IL-22 induced expression of *CXCL1* and *CXCL5* in human colonoids, indicating that the IL-22/CXC chemokine axis can be therapeutically targeted by JAK/STAT inhibition (Fig. 7e).

## Discussion

This study provides important insights into the immune regulation of the intestinal epithelial barrier with clinically meaningful implications for precision medicine. By mapping IL-22-responsive transcriptional networks in colonic epithelial organoids, evaluating the expression patterns of these genes in colonic tissue, and probing preclinical models of disease, we identify IL-22-mediated regulation of CXCR2^+^ neutrophils as a functionally and prognostically important pathogenic pathway in UC.

The distribution pattern and magnitude of enrichment of IL-22 responsive transcriptional footprints, sampled prior to treatment initiation, could differentiate patients according to their probability of responding to ustekinumab. Although the purpose of this study was not to identify new biomarkers, our data pave the way for exploiting our experimental approach to develop new molecular profiling tools, which could stratify patients as potential responders or non-responders. Precision medicine approaches are much needed in UC to improve patient outcomes, particularly as there are now multiple therapeutic options available^36,37^. Unfortunately, fewer than 50% of patients achieve long-term durable remission with any of the treatment options available, including anti-TNF, anti-integrin, anti-IL12p40 or JAK inhibitors^4,35,38–40^. In this study, UC patients with enrichment scores <0 were more than four times as likely to achieve remission following treatment with ustekinumab in comparison with patients with enrichment scores >0, or placebo-treated patients, and more than twice as likely to achieve remission in comparison with unstratified patients. The notion of harnessing transcriptional signatures to guide treatment strategies is highly attractive^36^ and is already exploited in other areas of medicine. To realize the potential of these exciting observations future work will focus on developing robust analytical platforms that may be more appropriate for routine clinical care, including PCR-based technologies.

Analysis of transcriptional modules linked to low and high enrichment of IL-22 responsive transcriptional programs, which were associated with non-response to ustekinumab provided insights into potential mechanisms of ustekinumab resistance. IL-1β was strongly predicted as a potential upstream regulator of the transcriptional changes observed in patients with high IL-22 enrichment scores. Moreover, despite minor differences in the expression of IL-23 subunits, there was a marked increase in the expression of *IL1B*, and to a lesser extent *IL6* and *TL1A* in patients with high IL-22 enrichment scores. Since IL-1β, IL-6 and TL1A are all capable of inducing IL-22 production, it is possible that pathway redundancy and IL-23-independent induction of IL-22 might contribute to ustekinumab resistance in ulcerative colitis.

Causal network analyses of transcripts modulated by IL-22 pointed to a number of potentially important molecular mechanisms of ustekinumab resistance. The most strongly implicated biological pathway in patients with high IL-22 enrichment scores were related to immune cell trafficking and most notably neutrophil recruitment. Others included activation of innate-immune pathways, such as TREM1, which has been linked to resistance to anti-TNF therapy^41^. There was also augmented mucosal expression of metalloproteinases in patients with high IL-22 enrichment scores and ustekinumab resistance, a process which has also been linked to resistance to biological therapy, by direct digestion of the therapeutic monoclonal antibody structure through protease activity^42^.

Our data address outstanding questions about the function of IL-22 in UC and provide important evidence contrary to current perceptions, indicating that transcriptional programs regulated by IL-22 in UC are likely to be pathogenic. The IL-22-regulated transcriptome was highly conserved between man and mouse and was highly enriched in the colon of both human and mouse colitis. IL-22 mediated regulation of epithelial function was closely shared with other pro-inflammatory cytokines, such as IFNγ and TNF. Immune cell recruitment to sites of inflammation is regulated by local production of chemokines by the inflamed tissue, and by selective expression of chemokine receptors by immune cells. Our data identify the colonic epithelium as a central communication hub in the regulation of immune cell recruitment to the gut. Different cytokines instructed induction of different chemokine modules by the epithelium, reflecting important qualitative differences in the types of immune responses that are supported by different effector cells. IL-22 was an especially potent inducer of CXC-family neutrophil-active chemokines in colonic organoids, and notably, these chemokines were highly enriched in diseased mucosa of patients with active UC. Importantly, the transcriptional footprint of IL-22 strongly correlated with colonic neutrophil recruitment in the epithelial layer. Moreover, patients failing to respond to ustekinumab therapy had significantly more neutrophils infiltrating the mucosa in comparison with responders, consistent with excessive neutrophil recruitment being an important driver of poor outcomes and treatment resistance. A recent study looking at overlapping transcriptional features between mice and humans identified a conserved transcriptomic signature that strongly associated with poor outcomes and treatment refractoriness in UC also identified neutrophil-related biological pathways as markers of resistance^28^. There was significant overlap in the transcriptional signature identified by this group, and transcripts that we identified as being IL-22-responsive. As well as corroborating the potential importance of excessive neutrophil accumulation/activation as markers of poor outcomes and treatment resistance in UC, our data provide potential mechanistic explanations for these observations, identifying IL-22 as a potentially important regulator of the “treatment resistance” transcriptional program identified by the Czarnewski study.

Our data also support the notion that IL-22-mediated induction of CXC-family chemokines is functionally important in the recruitment of CXCR2^+^ neutrophils to the colon in chronic colitis. Blockade, genetic deletion of IL-22, or blockade of CXCR2, the common ligand for the CXC family of neutrophil-active chemokines, significantly attenuated disease in the TRUC model of chronic colitis.

We also defined the signaling requirements for this functionally important colitogenic pathway. Although IL-22 induction of chemokines was maintained in the absence of Map3k8, induction was abolished in the absence of Stat3. With the advent of JAK inhibitors, including agents selectively targeting JAK1, which interacts with STAT3 downstream of the IL22 receptor, it is tempting to speculate that a key therapeutic target of this intervention will be alleviation of IL22-induced CXC-family chemokine induction.

In summary, our study provides further insights into the biology of IL-22 in human disease and highlights how transcriptional networks regulated by IL-22 are functionally and clinically important in UC, impacting patient trajectories and responsiveness to biological intervention. Refinement of this approach could herald a new paradigm for tailoring therapies in UC.

## Methods

The research work described in this paper complies with all ethical regulations relevant to human and animal research. Ethical approval for human samples used for colonoids were provided by King’s College London, Guy’s and St Thomas’ NHS Foundation Trust and King’s College Hospital. The national research ethics committee for England reviewed and approved the study protocol (IRAS id:190309). All patients provided samples after informed consent. No compensation was provided. Ethical approval for the immunohistochemistry work on paraffin-embedded tissue of patients was provided by the Newcastle Academic Health Partners Bioresource (Newcastle and North Tyneside 1 REC:12/NE/0395 & 10/H0906/41).

All mice were handled according to local (King’s College London) and national guidelines, and all our experimental protocols were reviewed and approved by our local ethics review committee. All animal experiments were conducted in accredited facilities (King’s College London, Biological services Unit) in accordance with the UK Animals (Scientific Procedures) Act 1986 (Home Office license number PPL 70/7869).

A list of reagents is provided as supplementary information (Supplementary Table 3).

### Colonoids

Human colonic crypts were isolated from serial colonic biopsies (x2 ascending colon, x2 transverse, x2 descending, x2 rectosigmoid) taken from six adult individuals (median age: 48, range [33,67], female:3), without past medical history or regular medication who attended for routine colonoscopy in view of abdominal symptoms without a diagnosis of IBD and did not have macroscopic or microscopic evidence of inflammation. All patients provided informed consent (NRES/IRAS id: 15/LO/1998). Subsequent establishment of human colonoids was performed as described by Sato et al.^43^. The crypts were cultured in growth medium containing advanced Dulbecco’s modified Eagle’s medium/F12, penicillin/streptomycin (100 U/ml), 10 mM HEPES, 2 mM Glutamax, supplements N2 (1×) and B27 (1×), 50 ng/ml mouse epidermal growth factor (all from Life Technologies), 1 mM N-acetylcysteine (Sigma-Aldrich), 50% v/v Wnt3a conditioned medium, 10% v/v R-spondin-1 conditioned medium, 100 ng/ml mouse recombinant noggin protein (Peprotech),10 nM gastrin (Sigma-Aldrich), 500 nM A83-01 (Bio-techne), 10 μM SB202190 (Sigma-Aldrich) and 10 mM Nicotinamide (Sigma-Aldrich). 10 μM Y-27632 (Sigma-Aldrich) was added to the culture medium for the initial 3 days. Medium was changed every 2 days. Differentiation towards a mature epithelium in human colonoids was achieved with reduction of Wnt3a to 15% v/v and withdraw of SB202190 and nicotinamide for 5–7 days. During the last 24 h in differentiation medium human colonoids were treated with human recombinant IL-22 (10 ng/ml), IL-17A (50 ng/ml), TNF (10 ng/ml), IFNγ (20 ng/ml), IL-13 (10 ng/ml) and IL-22 (10 ng/ml)/ IL-17A(50 ng/ml) combination. For the experiment presented in Fig. 6 (tofacitinib treated colonoids), tofacitinib was added with IL-22 at the last 24 h of differentiation at a dose of 0.1 μM.

Mouse colonoids were cultured in the same medium as above but without gastrin SB202190, Nicotinamide, A83-01 and with the addition of 3 µM CHIR99021 (Cambridge Biosciences). To differentiate them, Wnt3a was withdrawn for 3 days. During the last 24 h in differentiation medium mouse colonoids were treated with mouse recombinant IL-22 (10 ng/ml) and IL-17A (50 ng/ml).

### Next-generation sequencing and analysis

#### RNA extraction

Colonoids were lysed and RNA was extracted using the RNAeasy kit (Qiagen). This step was optimized balancing the effectiveness of elimination of DNA quantified (Qubit dsDNA HS assay kit) versus the loss of quantity of RNA (Qubit RNA BR assay kit). Optimal DNAse I concentration was determined to be x5 the standard concentration. Five hundred nanograms of cDNA was then created using Revertaid cDNA synthesis kit (ThermoFisher) and diluted to a concentration of 6.25 ng/μl. Harvested colonoids were put in Qiazol and then RNA was extracted with the RNAeasy kit (Qiagen) as per the manufacturer’s guidelines. cDNA was created using the Revertaid cDNA synthesis kit (ThermoFisher). Bioanalyzer analysis revealed excellent quality for RNA extracted from both colonoids and whole biopsies (RIN score>9).

#### Library preparation and sequencing

A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer(5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adapter-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using HiSeq PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the paired-end libraries were sequenced on an Illumina HiSeq platform.

#### Gene expression quantification and differential expression analysis

Fastq files were firstly processed with in-house Perl scripts to discard reads with adapter contamination, or at least 10% of uncertain bases (N), or at least 50% of nucleotides with a Phred quality score less than 20. Read pairs were aligned to the human genome (GRCh37/hg19) using TopHat v2.0.12^44^. HTSeq v0.6.1 was used to count the read pairs mapped uniquely and concordantly to each gene^45^. The raw count matrix was screened for genes with low expression levels across all samples (i.e. average count less than 3), and then with an average number of read pairs less than 3 were filtered out normalized following the strategy suggested by Anders et al.^45^.

Differentially expressed genes (DEG) were identified through a varying intercepts hierarchical modeling approach^46–48^ implemented in R^48^ and Stan^49^. Gene counts were modeled as a negative binomial variable dependent on cytokine treatment as well as covariates accounting for repeated measurements from the same donor and additional sample similarities detected by PCA and hierarchical clustering:

1 $${{{\mu }}}_{{i}}={{{\beta }}}_{0}+{{{\beta }}}_{{t}[{i}]}+{{{\beta }}}_{{p}[{i}]}+{{{\beta }}}_{{c}[{i}]}$$

2 $${{y}}_{{i}} \sim {{{{{\rm{Negative}}}}}\,{{{{{\rm{Binomial}}}}}}}({{\exp }}({{{\mu }}}_{{{{{{\rm{i}}}}}}}),\;{{\varphi }})$$

3 $${{{\beta }}}_{[{t}]} \sim {{{{{\rm{Normal}}}}}}(0,\;{{{\sigma }}}_{1})$$

4 $${{{\beta }}}_{[{p}]} \sim {{{{{\rm{Normal}}}}}}(0,\;{{{\sigma }}}_{2})$$

5 $${{{\beta }}}_{[{c}]} \sim {{{{{\rm{Normal}}}}}}(0,\;{{{\sigma }}}_{3})$$

where:

*t* = number of groups on treatment (Eq. 3), *p* = number of subjects (Eq. 4), *c* = number of clusters (Eq. 5), *i* = number of observations (Eq. 1), *y* = gene expression count (Eq. 2), *φ* = overdispersion parameter (Eq. 2), *σ*_1_ = between treatment standard deviation (Eq. 3), σ_2_ = between-subject standard deviation (Eq. 4), *σ*_3_ = between cluster standard deviation (Eq. 5).

The quality of the estimated statistical model was assessed through posterior predictive simulations that compare replicated datasets to the actual data. The output p values were corrected for multiple testing with the Benjamini and Hochberg method^50^. Pathway analysis of DEG lists was performed with Ingenuity Pathway Analysis (IPA, Qiagen)^16^. Protein–protein interaction (PPI) analysis was undertaken in Cytoscape^51^ utilizing the STRING database^52^ to generate a PPI network of the IL-22 regulated DEG and assess complexity by the M-Code algorithm.

#### Gene set enrichment analysis

To test the activation of each of the cytokine-regulated transcriptional programs we used gene set variation analysis (GSVA)^53^ and single sample gene set enrichment analysis (ssGSEA) to probe whole transcriptional profiles of previously reposited datasets and the dataset generated in the context of the ustekinumab and golimumab trials programs.

Gene set enrichment analysis (GSEA)^54^ was performed using the R Bioconductor package clusterProfiler^55^ to test which known pathways are significantly impacted following cytokine treatment. To this end, the genes tested for differential expression between treated and untreated samples were first ranked by decreasing log fold expression changes, and then their enrichment was evaluated against the hallmark gene sets and KEGG and REACTOME pathway annotations from the MSigDB database^56^. Normalized enrichment scores and empirical *P* values were estimated using default parameters, and multiple testing correction was carried out using the Benjamini–Hochberg method.

#### UNIFI trial program

The UNIFI trial was a randomized placebo-controlled phase 3 clinical trial evaluating the efficacy and safety of ustekinumab (NCT02407236) and has already been reported^4^. In this study, we report transcriptional data from biopsies, which were correlated to clinical, endoscopic and biomarker data available from the UNIFI cohort (Supplementary Table 1, Demographics). Colonic biopsies were sampled at defined time points (15–20 cm from anal verge) in a subset of patients and were immediately transferred to RNALater (Qiagen) and stored at −80 °C prior to RNA extraction. Whole genome transcriptomics were performed on the Affymetrix HG U133 PM array. Clinical data was recorded prospectively according to the trial protocol. Outcomes reported include: clinical remission (defined as a total Mayo score of ≤2 and no subscore >1) and deep remission [which required both histologic improvement (defined as neutrophil infiltration in <5% of crypts, no crypt destruction, and no erosions, ulcerations, or granulation tissue) and endoscopic improvement] at week 8. The analysis presented is based on all patients receiving ustekinumab regardless of dose (130 mg and 6 mg/kg).

#### Reposited datasets

The following reposited datasets of transcriptomic profiling of patients and healthy controls were accessed and analyzed for this manuscript: GSE59071 (*n* = 108)^57^, GSE23597 (*n* = 45)^58^, GSE16879 (*n* = 24)^59^, GSE92415 (*n* = 59) and GSE73661 (*n* = 60)^60^.

#### Human colonic biopsy immunohistochemistry

Immunohistochemistry was performed on formalin-fixed and paraffin-embedded (FFPE) colonic biopsies obtained by colonoscopy from adult patients with histologically active UC (*n* = 5), histologically inactive UC (*n* = 5) and control subjects with no history of UC and no histological inflammation (*n* = 5). Written informed consent was obtained in accordance with research and ethics committee (REC) approval (Newcastle Academic Health Partners Bioresource: Newcastle and North Tyneside 1 REC:12/NE/0395 & 10/H0906/41). 4μm sections of FFPE tissue were stained using a Discovery Ultra autostainer (Ventana Medical Systems, Tucson, AZ) with optimized concentrations of polyclonal anti-IL22RA (1:750 dilution, Novus Biologicals). Slides were developed with 3,3′-Diaminobenzidine (DAB) and counterstained with hematoxylin. Multispectral scanning of stained slides at 10x magnification was undertaken using a Vectra 3.0 Automated Quantitative Pathology Imaging System (PerkinElmer, Hopkinton, MA). InForm Cell Analysis software (v2.0, PerkinElmer) allowed image deconvolution using a spectral library trained on single-stained colonic biopsies for both DAB and Hematoxylin counterstain. Intestinal epithelium and lamina propria were identified by training a tissue segmentation algorithm, which was then applied to all cases, and the accuracy of segmentation was optimized by manual correction. Individual cells in both tissue compartments were identified using a cell segmentation algorithm, based upon the identification of nuclei (hematoxylin). The relative expression of IL22RA1 (membranous/cytoplasmic) was scored in each case and using a binary approach (positive/negative); visual cues were used to distinguish positive staining compared to background, and thresholds were assigned. These data were exported and compiled in MATLAB (v2016b MathWorks, Natick, MA).

### Experimental models of IBD

#### Mice

All mice were housed in specific pathogen-free (SPF) conditions and handled according to local (KCL) and national guidelines. All experimental protocols were reviewed and approved by our local ethics review committee and experiments were conducted in accredited facilities in accordance with the UK Animals (Scientific Procedures) Act 1986 (Home Office license number PPL 70/7869). Balb/c *Il22*^*−/−*^ mice were provided by Pfizer^15^. WT C57Bl/6 and *Rag1*^*−/−*^mice (on C57Bl/6 background) were purchased from Charles River Laboratories. *Il10*^*−/−*^ mice were provided by Professor Werner Muller, Faculty of Life Sciences, University of Manchester^61^.

#### Preclinical models of colitis

##### TRUC, TRUC Il22^−/−^

Balb/c *Tbx21*^*−/−*^*Rag2*^*−/−*^ double KO (TRUC) mice (*n* = 30) develop a communicable, microbiota driven colitis^15,29^. *Tbx21*^*−/−*^*Rag2*^*−/−*^*Il22*^*−/−*^ (TRUC *Il22*^*−/−*^) triple KO mice (*n* = 30) were generated by backcrossing Balb/c Tbx21^−/−^Rag2^−/−^ double KO (TRUC) mice with Balb/c Il22^−/−^ mice that were provided by Pfizer.

##### aCD40/DNBS

Two hundred microliters of 3 mg DNBS (Sigma-Aldrich) resolved in 50% EtOH were administered rectally while mice were under isoflurane anesthesia. Mice (*n* = 3) were monitored daily for weight loss, general signs of distress and adverse disease symptoms. Any mice presented with these features were humanely culled on welfare grounds; otherwise mice were culled 3 days post administration for further analysis.

##### DSS

Three per cent DSS (MW 3600–50,000, MP Biomedicals, LLC) was administered orally in drinking water for 5 or 6 days to C57Bl6 mice and animals were culled at day 7 or 8 respectively. Mice (*n* = 3) were monitored daily and scored for weight loss, rectal bleeding and feces consistency. Disease activity index was calculated as the sum of the above scores divided by 3^62^. All animals were daily thoroughly observed for general signs of distress or adverse symptoms and any mice presented with these features were humanely culled on welfare grounds.

##### Il10^−/−^ mice

*Il10*^*−/−*^ mice (*n* = 3) were introduced to HT and TRUC microbiota by oral gavage. Mice were monitored twice per week for weight loss, general signs of distress and adverse symptoms. Any mice presented with these features were humanely culled on welfare grounds; otherwise mice were culled 4 weeks post gavage for further analysis.

##### TCT

0.5 or 2 × 10^6^ naive CD4^+^ T cells (defined as live CD4^+^CD25^−^CD44^lo^CD62L^hi^ cells) were FACS sorted from spleens of 8-week-old C57Bl6 WT female or male donor mice, and injected (in 200 μl of sterile PBS) intraperitoneally into 8–10 week old C57Bl6 *Rag1*^*−/−*^ recipients. Purity checks were performed at the end of every sort and cells were always found more than 97% pure. Recipient mice (*n* = 3) were monitored twice per week for weight loss, general signs of distress and adverse symptoms. Any mice presented with these features were humanely culled on welfare grounds; otherwise, mice were culled 4–6 weeks post adoptive transfer for further analysis.

#### In vivo treatments

Neutralizing anti-IL-22 mAb (clone IL22-01) and recombinant IL-22 (rIL-22) were developed and provided by Pfizer. Two hundred micrograms of IL22-01 (per mouse) were administered ip. every 3 to 4 days. One hundred micrograms of rIL-22 (per mouse) were administered ip. at days 0, 4, 8 and 12, while mice were culled at day 14. Anti-CXCR2 (clone 242216, R&D Systems) was administered ip. at a dose of 100 μg per mouse at days 0, 3, 7, 10 and 14, while mice were culled at day 15.

#### Isolation of colonic LP leukocytes (cLPMCs)

Mice were euthanized by either cervical dislocation or by a rising concentration of carbon dioxide gas, and then dissected in a laminar flow cabinet under aseptic conditions. Colons were opened longitudinally, cleaned thoroughly with ice-cold PBS and cut into 1–2 mm pieces and washed with 10 ml 5 mM EDTA, 1 mM Hepes in HBSS (Gibco) in a shaking water bath (300 rpm) at 37 °C for 20 min. Tissue was then vortexed vigorously for 10 sec and passed through a 100 µM cell strainer and collected in C-tubes (Miltenyi) in complete RPMI (Gibco) containing 10% fetal calf serum, 0.25 mg/ml Collagenase D (Roche), 1.5 mg/ml Dispase II (Roche) and 0.01 μg/ml DNase (Roche) and put in a shaking water bath (300 rpm) at 37 °C for 40 min. Before and after the 40 min incubation C-tubes were vigorously shaken for 30 s. Solutions were then passed through 100 µM cell strainers and washed with ice-cold PBS. Cells were resuspended in 10 ml of the 40% fraction of a 40:80 Percoll (GE Healthcare) gradient and carefully placed on top of 5 ml of the 80% fraction in 15 ml tubes. Percoll gradient separation was performed by 20 min centrifugation at 800 × *g* at room temperature without break. LP cells were collected from the interphase of the gradient and washed with ice-cold PBS. Cells were resuspended in 1 ml PBS, counted and immediately used for further experiments.

#### Flow cytometry

Single cell suspensions were washed with ice-cold PBS and centrifugation at 400 × *g*, 4 °C for 5 min prior to all staining. Cells were then resuspended in 200 μl PBS containing Fc block (aCD32/CD16, eBioscience) at 1:100 dilution and incubated on ice for 10 min. Antibodies against all surface markers were added at appropriate dilutions as well as LIVE/DEAD Fixable Dead Cell Stain (Invitrogen) used in 1:1000. Samples were mixed by vortex and incubated for another 20 min on ice in the dark. After the incubation, cells were washed with ice-cold PBS and centrifugation at 400 × *g*, 4 °C for 5 min and then fixed with 400 μl of 4% PFA and incubated at RT for 15 min in the dark. After fixation, cells were washed again with ice-cold PSB, resuspended in 150–200 μl PBS and stored at 4 °C in the dark awaiting sample acquisition. A representative gating strategy for LP neutrophils is provided in Supplementary Fig. 12. All samples were acquired on a BD LSRFortessa (BD Biosciences) at the Biomedical Research Council (BRC) Flow Core (15th Floor, Tower Wing, Guy’s Hospital). Data were analyzed using FlowJo software (Treestar).

#### Cell sorting

To obtain a pure population of naive CD4^+^ T cells from the spleen, splenic single cell suspensions were first treated with ACK buffer for red blood cell lysis, enriched for CD4^+^ cells using immunomagnetic-based cell separation and then stained with mAbs against CD4, CD25, CD44 and CD62L and LIVE/DEAD Fixable Dead Cell Stain (Invitrogen, UK) as described above. Naive CD4^+^ T cells were defined as live CD4^+^CD25^−^CD44^lo^CD62L^hi^ cells. Purity checks were performed after every sort and purity was always found to be above 97%. To obtain pure populations of colonic NCR- ILC3s, cLPMCs were stained with mAbs against CD45, CD90, CD127, KLRG1 and NKp46 and Live/Dead dye as described above. NCR- ILC3s were defined as live CD45^+^CD90^+^CD127^+^KLRG1^−^NKp46^−^ cells (Supplementary Fig. 13). All sorts were performed on BD Aria I, BD Aria II or BD Aria Fusion (BD Biosciences) at the BRC Flow Core (15th Floor, Tower Wing, Guy’s Hospital).

#### Cell cultures

Sorted NCR- ILC3s isolated from the colon of TRUC or TRUC Il22^−/−^ mice were cultured for 24 h in complete RPMI (Gibco) containing 10% FCS in the presence or absence of 10 ng/ml IL-23 and 10 ng/ml IL-1β unless stated otherwise. For the co-culture experiments NCR- ILC3s isolated from the colon of TRUC or TRUC Il22^−/−^ mice were activated for 48 h with 20 ng/ml IL-2, 50 ng/ml IL-7, 10 ng/ml IL-23 and 10 ng/ml IL-1β prior to being co-cultured with colonoids.

#### ELISA

Cytokine concentrations in supernatants (S/Ns) of either stimulated cell cultures or explant cultures were measured by ELISA. At the endpoint, S/Ns were harvested and stored at −20 °C pending further analysis. ELISA kits were purchased from eBioscience and ELISAs were performed according to the manufacturer’s protocols. Cytokine concentrations were determined within the linear phase of a standard curve made with known cytokine concentrations provided by the supplier.

#### Gene expression analysis

Colonoids or sorted cells were lysed in 1 ml TRIsure (Bioline) and stored at −80 °C pending further processing. Samples were left to thaw at RT and homogenized by vortex for 10 s. To extract the RNA, 200 μl of chloroform were added to each sample followed by 10 s vortex and 15 min incubation at RT. Samples were centrifuged at max speed for 15 min at 4 °C and the clear S/N phase (containing the RNA) was transferred to new 1.5 ml Eppendorf tubes and then mixed with equal volume of isopropanol. Samples were vortex and then left at RT for 10 min, followed by 8 min centrifugation at max speed at 4 °C. RNA pellets were rinsed with 0.5 ml of 75% EtOH and left to airdry at RT. Depending on pellet size; RNA was dissolved in 10-100 μl of RNase/DNase free H2O and stored at −80 °C awaiting further analysis. Concentration of RNA in each sample was measured using NanoDrop. 11 μl of RNA sample (always containing the same amount of RNA across all samples of the same experiment) that was always less that 4 μg RNA, were mixed with 1 μl oligo dT and incubated at 65 °C for 5 min. At the end of the incubation, RNA samples were mixed with 8 μl of reverse transcription mix containing 4 μl Buffer 5×, 1 μl RNase Inhibitor (RI) at 20 U/μl, 2 μl dNTPs and 1 μl Reverse Transcriptase (RT). Reverse transcription was then accomplished by incubating RNA samples at 42 °C for 1 h followed by 65 °C for 5 min and then 4oC forever. cDNA samples (20 μl) were stored at −20 °C until further use. Quantitative PCR was performed using QuantiTect primers (Qiagen) and Quantitect SybrGreen MasterMix (Qiagen) on a LightCycler 480 (Roche). Samples were analyzed in triplicates and relative expression of mRNAs was determined after normalization against the housekeeping gene Beta-2-Microglobulin (B2M).

#### Microarray analysis

RNA from colonic tissue fragments (distal region) was extracted using TRIsure (Bioline) as described above. Contaminating DNA was removed with the RNase-Free DNase Set (Qiagen) according to the manufacturer’s protocol. cDNA was synthetized using Ovation PicoSL WTA System V2 according to the manufacture’s protocol (Nugen, USA) and labeled using Encore BiotinIL module according to the manufacture’s protocol (Nugen, USA). RNA and cDNA quantity and quality were assessed using the Agilent RNA 6000 Nano Kit or Agilent RNA 6000 Pico Kit (depending on the amount of RNA) according to the manufacture’s protocol (Agilent Technologies, USA). Labeled cDNA were hybridized on a MouseWG-6 v2.0 Expression BeadChip (Illumina, USA).

### Statistical analysis

All graphs were generated and analyzed using GraphPad Prism 8 software. Data represent median and interquartile range unless stated otherwise. Statistical analysis was performed using non-parametric Mann–Whitney test or Kruskal–Wallis test unless stated otherwise. Statistical significance was indicated using * for *p* values less than 0.05, ** for *p* values less than 0.01 and *** for *p* values less than 0.001 unless stated otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The human organoid data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE190705 and GSE190634. The mouse colitis models data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE208395. The UNIFI microarray data have been deposited in the Gene Expression Omnibus database under accession code GSE206285. The following reposited datasets of transcriptomic profiling of patients and healthy controls were accessed and analyzed for this manuscript: GSE59071 (*n* = 108)^57^, GSE23597 (*n* = 45)^58^, GSE16879 (*n* = 24)^59^, GSE92415 (*n* = 59) and GSE73661 (*n* = 60)^60^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Interleukin-22 regulates neutrophil recruitment in ulcerative colitis and is associated with resistance to ustekinumab therapy
**Source:** Nat Commun. 2022 Oct 3;13:5820. doi: 10.1038/s41467-022-33331-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis DEG analysis for the colonoid experiment was based on a varying intercepts hierarchical modelling approach implemented in R and Stan. Pathway analysis was performed with Ingenuity Pathway Analysis (IPA, Qiagen). Protein-protein interaction analysis was undertaken in Cytoscape utilizing the STRING database. Gene set enrichment was performed using the GSVA and clusterProfiler packages in R. GraphPad Prism 8 was used for data analysis and graph generation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The human organoid data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE190705 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190705>] and GSE190634 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190634>]. The mouse organoid data generated in this study have been deposited in the Gene Expression Omnibus database under accession code ZZ [add hyperlink here]. The mouse colitis models data generated in this study have been deposited in the Gene Expression Omnibus database under accession code ZZ [add hyperlink here].

The datasets generated during and/or analysed during the current study are available in the GEO repository:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190705>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190634>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59071>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23597>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE16879>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92415>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73661>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No formal sample size calculation was performed prior to the study. Summary statistics with confidence intervals provide effect sizes and estimate of confidence for interpretation                                                                                                                                                                                                        |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Our analysis of the ustekinumab treated clinical trial cohort was performed separately by KL, FFY and PP, NP confirming same results. This is currently the largest cohort of its kind with wide representation of patients based on their demographics, as previously reported (NEJM 2019). Where necessary replicate experiments were performed to validate reproducibility of findings. |
| Randomization   | Patients were randomized to placebo or ustekinumab treatment as per protocol for the phase 3 registration clinical trial (NEJM 2019). Selection of mice for animal experiments was random. Patients who provided samples for organoid generation and transcriptomic profiling of cytokine responses were randomly chosen.                                                                  |
| Blinding        | Blinding was applied to histology and immunohistochemistry reporting.                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antigen Fluorochrome Clone Source Cat No<br>CD4 BV786 RM4-5 BD Biosciences 563727<br>CD4 FITC GK1.5 BD Biosciences 553729<br>CD11b FITC M1/70 BD Biosciences 568688<br>CD25 APC PC61.5 eBioscience 17-0251-82<br>CD44 PE IM7 eBioscience 12-0441-82<br>CD45 Pac orange 30-F11 Invitrogen MCD4530<br>CD45 V500 30-F11 BD Biosciences 561487<br>CD62L Pac Blue MEL-14 Biolegend 104424 |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CD127 APC A7R34 eBioscience 17-1271-82  
 CD127 BUV737 SB/199 BD Biosciences 612841  
 Gr-1 PE RB6-8C5 eBioscience 12-5931-82  
 Gr-1 APC-Cy7 RB6-8C5 eBioscience A15424  
 KLRG1 PerCP-eFlour710 2F1 eBioscience 46-5893-82  
 NKp46 PE-Cy7 29A1.4 eBioscience 25-3351-82

## Validation

<https://www.bdbiosciences.com/en-tw/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd4.563727>  
<https://www.bdbiosciences.com/ko-kr/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-cd4.553729>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-cd11b.561688>  
<https://www.thermofisher.com/antibody/product/CD25-Antibody-clone-PC61-5-Monoclonal/17-0251-82>  
<https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/12-0441-82>  
<https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/MCD4530>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/v500-rat-anti-mouse-cd45.561487>  
<https://www.biolegend.com/it-it/search-results/pacific-blue-anti-mouse-cd62l-antibody-3117>  
<https://www.thermofisher.com/antibody/product/CD127-Antibody-clone-A7R34-Monoclonal/17-1271-82>  
<https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd127.612841>  
<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/12-5931-82>  
<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/A15424>  
<https://www.thermofisher.com/antibody/product/KLRG1-Antibody-clone-2F1-Monoclonal/46-5893-82>  
<https://www.thermofisher.com/antibody/product/CD335-NKp46-Antibody-clone-29A1-4-Monoclonal/25-3351-82>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Balb/c Tbx21-/-Rag2-/- double KO (TRUC) mice have been described previously (Powell et al., 2015; Powell et al., 2012). Tbx21-/-Rag2-/-Il22-/- (TRUCIl22-/-) triple KO mice were generated by backcrossing Balb/c Tbx21-/-Rag2-/- double KO (TRUC) mice with Balb/c Il22-/- mice that were provided by Pfizer. C57Bl/6 WT and Rag1-/- mice were purchased from Charles River Laboratories. Il10-/- mice were provided by Professor Werner Muller, Faculty of Life Sciences, University of Manchester. Mice were housed in specific pathogen free (SPF) conditions. All mice were handled according to local (King's College London) and national guidelines, and all our experimental protocols were reviewed and approved by our local ethics review committee. All animal experiments were conducted in accredited facilities in accordance with the UK Animals (Scientific Procedures) Act 1986 (Home Office license number PPL 70/7869). All animals were housed at the KCL Biological Services Unit (BSU). A twelve hour light/dark cycle was implemented with the a slow rise and dim of lights over a half hour period. Temperatures range between 20 and 23 degrees Celsius and humidity 45% to 55%.

## Wild animals

No wild animals were used for this study

## Field-collected samples

No field-collected samples were used

## Ethics oversight

King's College London, Home Office license number PPL 70/7869

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

There were 550 patients with a diagnosis of ulcerative colitis recruited in the phase three registration clinical trial of ustekinumab in UC. The median age was 42 years with 35% being female and 65% male. The median Mayo score was 9, range (8,12) and the median disease duration was 6 years, range (3,12). Half of patients (50%) had previous exposure to anti-TNF therapy. The median CRP was 4.6mg/L, range (1.4, 12). The median faecal calprotectin (ug/g) was 1310, range (560, 2594).

Samples for colonoid development were collected from from six adult individuals (median age: 48, range[33,67], female:3), without past medical history or regular medication who attended for routine colonoscopy in view of abdominal symptoms without a diagnosis of IBD and did not have macroscopic or microscopic evidence of inflammation.

## Recruitment

Previously reported (NEJM 2019)

## Ethics oversight

Ethical approval for human samples used for colonoids were provided by King's College London, Guy's and St Thomas' NHS Foundation Trust and King's College Hospital. The national research ethics committee for England reviewed and approved the study protocol (IRAS id:190309). All patients provided samples after informed consent. No compensation was provided. Ethical approval for the immunohistochemistry work on paraffin embedded tissue of patients was provided by the Newcastle Academic Health Partners Bioresource (Newcastle and North Tyneside 1 REC:12/NE/0395 & 10/H0906/41).

## Clinical data

Policy information about [clinical studies](#)  
All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | n/a |
| Study protocol              | n/a |
| Data collection             | n/a |
| Outcomes                    | n/a |

## Flow Cytometry

### Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Mice were euthanized by either cervical dislocation or by a rising concentration of carbon dioxide gas, and then dissected in a laminar flow cabinet under aseptic conditions. Colons were opened longitudinally, cleaned thoroughly with ice-cold PBS and cut into 1-2mm pieces and washed with 10ml 5mM EDTA, 1mM Hepes in HBSS (Gibco) in a shaking water bath (300rpm) at 37°C for 20min. Tissue was then vortexed vigorously for 10sec and passed through a 100µM cell strainer and collected in C-tubes (Miltenyi) in complete RPMI (Gibco) containing 10% fetal calf serum, 0.25mg/ml Collagenase D (Roche), 1.5mg/ml Dispase II (Roche) and 0.01µg/ml DNase (Roche) and put in a shaking water bath (300rpm) at 37°C for 40min. Before and after the 40min incubation C-tubes were vigorously shaken for 30sec. Solutions were then passed through 100µM cell strainers and washed with ice-cold PBS. Cells were resuspended in 10ml of the 40% fraction of a 40:80 Percoll (GE Healthcare) gradient and carefully placed on top of 5ml of the 80% fraction in 15ml tubes. Percoll gradient separation was performed by 20min centrifugation at 2600rpm at room temperature without break. LP cells were collected from the interphase of the gradient and washed with ice-cold PBS. Cells were resuspended in 1ml PBS, counted and immediately used for further experiments.</p> <p>Single cell suspensions were washed with ice cold PBS and centrifugation at 1800rpm, 4oC for 5min prior to all staining. Cells were then resuspended in 200µl PBS containing Fc block (aCD32/CD16, eBioscience) at 1:100 dilution and incubated on ice for 10min. Antibodies against all surface markers were added at appropriate dilutions as well as LIVE/DEAD Fixable Dead Cell Stain (Invitrogen) used in 1:1000. Samples were mixed by vortex and incubated for another 20min on ice in the dark. After the incubation, cells were washed with ice cold PBS and centrifugation at 1800rpm, 4oC for 5min and then fixed with 400µl of 4% PFA and incubated at RT for 15min in the dark. After fixation, cells were washed again with ice cold PSB, resuspended in 150-200µl PBS and stored at 4oC in the dark awaiting sample acquisition.</p> <p>To obtain a pure population of naïve CD4+ T cells from the spleen, splenic single cell suspensions were first treated with ACK buffer for red blood cell lysis, enriched for CD4+ cells using immunomagnetic based cell separation and then stained with mAbs against CD4, CD25, CD44 and CD62L and LIVE/DEAD Fixable Dead Cell Stain (Invitrogen, UK) as described above. To obtain pure populations of colonic NCR- ILC3s, cLPMCs were stained with mAbs against CD45, CD90, CD127, KLRG1 and NKp46 and Live/Dead dye as described above.</p> |
| Instrument                | All samples were acquired on a BD LSRFortessa™ (BD Biosciences) at the Biomedical Research Council (BRC) Flow Core (15th Floor, Tower Wing, Guy's Hospital). All sorts were performed on BD Aria I, BD Aria II or BD Aria Fusion (BD Biosciences) at the BRC Flow Core (15th Floor, Tower Wing, Guy's Hospital).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | Data were analysed using FlowJo software (Treestar) and GraphPad Prism 8.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | Purity checks were performed after every sort and purity was always found to be above 97%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | Naïve CD4+ T cells were defined as live CD4+CD25-CD44loCD62Lhi cells. NCR- ILC3s were defined as live CD45+CD90+CD127+KLRG1-NKp46- cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

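Colon RNA of 29 mice was measured by RNA-seq in 9 groups, 6 colitis models and 3 control groups, as the labels describe them. The authors deposited raw counts per gene and mouse, whole numbers without normalization. For colonoids the methods describe filtering of read pairs, alignment with TopHat and counting with HTSeq of uniquely and concordantly mapped pairs, and the paper's text does not name these steps for the mouse libraries. Whole numbers and differing column totals were checked in the table. Its 92 spike-in controls had a total count of 0 and were left out, and 20470 of 54532 genes had no count in any mouse. Gene symbols were found for 54409 identifiers and positions in GENCODE M21 (GRCm38) for 54495. No column of values per sample was left out.

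Total counts per mouse ran from 10725564 to 14977094. A count of 0 allows up to 3 counts, between 0.179 and 0.314 CPM on the TMM scale. Fold changes against groups with at most 3 counts in every mouse are given as lower bounds. No 2 columns were identical, and the 33 pairs of mice of the same condition differed by at least 3.42 times the sampling noise (chi-square per degree of freedom, median 14.3), so none looked like a repeat of the same library.

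Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with a mean count of at least 3 over all mice were kept (18616), counts were scaled by TMM, and a quasi-likelihood model with all 9 groups and no covariate was fitted. Each model was compared with its own control. Standard errors were taken as the size of the log2 fold change divided by the square root of its F statistic, adjusted p values are Benjamini-Hochberg over the genes tested, and the threshold was 0.05. A difference between the 6 models was tested by a quasi-likelihood F test of equal contrasts, adjusted over the genes of all lists (109). Gene lists were tested with camera (preset correlation 0.01, and estimated) and fry of limma 3.58.1. ssGSEA and GSVA scores were computed with gseapy 1.3.1 under Python 3.11.15 and compared by exact permutation of the rank sum. Shared reads were judged from the share of 50-base windows of a gene's exons found in another gene.

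The lists, and the alternatives described last, were written before the data were examined. The lists are 17 mouse genes the paper names as regulated by IL-22, the same list without its chemokines (12 genes), 25 human colonoid genes by their mouse symbols, the 4 chemokines of Fig. 5f, 5 other chemokines, 7 upstream cytokines, the 15 labels of Fig. 6a, and genes of genotype, strain, sex, lymphocytes, neutrophils, epithelium, muscle, pancreas and the 2 phases of the circadian clock. The text names genes of these lists and, by rule, the 5 largest rises and falls in TRUC without overlap between the mice and the 5 largest smallest rises and falls over the 6 models, among genes past the threshold. Genes chosen after their values were seen are described as such. A further list of 2 genes was tested, and its result is not reported here.

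The scripts were tested on simulated counts of all 18616 genes with 200 changed genes. Per comparison edgeR recovered between 82% and 85% of them with 6 to 13 other genes called. DESeq2 recovered 90.5% in the TRUC comparison with 56 others. The changed genes were drawn from genes with higher counts and were the same in all 6 models. These rates therefore do not extend to genes nearly absent from the controls, such as the chemokines, or to tables with many changed genes.

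The alternatives were RLE size factors, upper quartile scaling, no filter on low counts, the filter of edgeR's filterByExpr, DESeq2 1.42.0 on the 2 groups compared, edgeR on the 2 groups alone, an adjusted p threshold of 0.01, a replicate block where groups share replicate numbers, other scores and lists, and leaving out each mouse in turn. Comparisons of TCT with the wild-type controls and of anti-CD40 with the Rag2-/- controls were added after seeing the data. Replicate numbers are not stated to pair mice, and no block was used in the values at the claims.

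The 50 genes of the paper's IL-22 program are not in its text and were not scored. The experiments on patients, organoids, IL-22 neutralization, and ILC3 co-culture have no samples among these counts and were not examined.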

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

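The gene lists used in this part were written before the data were examined. The strain test, described under other observations, was set before its results were seen. The other tests that weigh an explanation in this part were chosen after the results were seen.

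The rise of each of the 4 chemokines differed between the 6 models (quasi-likelihood F test in edgeR, adjusted p of 0.00142 for Cxcl1, 3.29e-05 for Cxcl2, 0.00401 for Cxcl3 and 5.27e-06 for Cxcl5). Of the 109 list genes so tested, 96 differed, so the 4 genes are not exceptional in this. Different levels in the control mice alone do not account for it, since the levels in the 6 colitis groups differed as well, with adjusted p of 8.25e-07 for Cxcl1, 6.41e-07 for Cxcl2, 4.16e-05 for Cxcl3 and 2.23e-07 for Cxcl5 in the same kind of test. For Cxcl5 the controls do take part, with 3.05 CPM in the wild-type mice against 0.0845 CPM in the Rag2-/- mice. Severity, time of culling, strain and the course of each model differ between the groups and stay open, as no value here separates them.

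Reg3b in the IL-10 deficiency model was at 7511 CPM in mouse 4 and at 570 CPM in the nearest of the other 3. This gap is 0.963 of the whole range of the 4 mice, above the critical value of Dixon's test for 4 samples. Of 16 groups so examined, 1 stood out, and Reg3b and Il22 were added to them after their values were seen. Mouse 4 stands apart beyond this gene. Its 3 pairs with the other mice differed by a chi-square per degree of freedom of 62.5 to 64.4, against 14.3 to 22.0 in the pairs without it, and Reg3g was at 4487 CPM in it and at 298 CPM in the next highest mouse. Library size as a cause is argued against by the total counts of the 4 mice: the most extreme of them, that of mouse 2, lies 0.198 of their range from its neighbour. Without IL-10 deficiency mouse 4 the fitted log2 fold change of Reg3b was 13.59 in place of 15.95, both past the threshold in edgeR. Fitted values of a gene absent from the controls are no bounds, and Reg3b was at least 8950-fold higher with all 4 mice and at least 1750-fold without mouse 4. A difference in disease between the mice was not tested.

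H2-Ea-ps (ENSMUSG00000036322, chromosome 17, 34341959 to 34344645) is listed as a polymorphic pseudogene, a gene intact in some strains only. Its mean was 73.6 CPM in the libraries labelled Rag1-/- control, 199 CPM in those labelled anti-CD40, 87.3 CPM in the Rag2-/- controls and 286 CPM in those labelled TRUC, with no count in TCT. Colitis as the reason that these transcripts are present is argued against by the lowest level of 67.7 CPM in the untreated libraries labelled Rag1-/- control, beside 0 counts in TCT. Only 23 of 18616 genes differed between the libraries labelled Rag1-/- control and the Rag2-/- controls past the threshold in edgeR, where the wild-type controls differed from them in 2038 and 1510. Of 8 genes with at least 30 counts in every Rag2-/- and TRUC library and at most 3 in every TCT library, 7 had at least 30 counts in all 6 libraries labelled Rag1-/- control and anti-CD40. Rag2 transcripts in the same 6 libraries and Rag1 transcripts in TCT point the same way. A candidate explanation is that these 6 mice had the background and genotype of the Rag2-/- controls under a Rag1-/- label. A mixed origin of the Rag1-/- colony could give the same strain markers. It does not by itself account for Rag2 transcripts in these 6 libraries beside none in TCT. A mixed origin was not tested further, and the samples were left as labelled.

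If so, TCT and its control group differ in background as well as in colitis. For the 4 chemokines a strain difference alone is argued against by the comparison with the wild-type controls, which share the absence of H2-Ea-ps with TCT, added after seeing the data: the smallest of the 4 log2 fold changes was 5.32, and all 4 passed the threshold in edgeR. The scores of the IL-22 list in TCT, from 5066 to 6035, also lie above those of the wild-type controls, from -2490 to -2165. For the other genes that differ in TCT a strain difference was not tested gene by gene.

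Il10 transcripts rose in the IL-10 deficiency model, by a log2 fold change of 5.33 (edgeR adjusted p = 1.75e-05). That the Il10 locus gives no transcript in these mice is excluded by the lowest count of 61 among the 4 mice. Blockade of IL-10 or of its receptor, both of which the labels name, and a disrupted Il10 gene that is still transcribed stay open. Counts per gene do not show which exons were read. No value here decides between them.

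Tbx21 transcripts rose in the libraries labelled TRUC, by a log2 fold change of 3.64 against the Rag2-/- controls (edgeR adjusted p = 6.28e-05). The lowest count of the 4 mice was 26. An intact Tbx21 gene under a TRUC label and a disrupted gene that is still transcribed cannot be told apart, since the counts are not split by exon. Rag2 transcripts were present in the Rag2-/- controls, at 15 to 25 counts, so a disrupted gene may leave counts in this table. Tbx21 was also higher in TCT and IL-10 deficiency, whose genotype leaves it intact, by 3.83 and 3.13.

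Prss22 (ENSMUSG00000045027) is a serine protease gene that the paper does not discuss. By fitted log2 fold change it had the largest smallest rise over the 6 models, 8.25 in DNBS. Its controls had at most 1 count, so this first place depends on the prior count. Prss22 was at least 43.1-fold higher in DNBS and at least 274-fold higher in TRUC. Of its 50-base windows 0 occur in another gene. Other groupings of the mice gave 0 genes higher in all 6 models in 99 random draws, so only the true grouping, 1 of 100, gave 200. This count is not specific to Prss22. It does not show whether the overlap exceeds that of models with many changed genes each. No biological explanation was tested beyond colitis itself.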

How the results depend on the processing

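Of 157 values of the main results that left out a mouse, 136 kept their call or stayed within 1.5 times, and 180 of 204 under the other choices set in advance. For the log2 fold changes of named genes, 379 of 408 and 454 of 465 kept their direction and side of the threshold. Under the former 27 were weaker and 2 reversed, and under the latter 10 were weaker and 1 reversed. Where no reason is given, the cause was not tested.

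DNBS depended most on the processing. Its 736 higher and 412 lower genes became 1108 and 773 with DESeq2 on the 2 groups, and 409 and 215 with edgeR on the 2 groups only. When each mouse was left out in turn they ran from 156 to 1365 higher and from 42 to 977 lower. The low ends came without wild-type control mouse 1 and the high ends without DNBS mouse 11. Without mouse 14 they were 269 and 43, without mouse 16 394 and 52, without wild-type control mouse 2 171 and 76, and without wild-type control mouse 4 378 and 195. Fewer mice leave less power, which does not explain the rise without mouse 11, and that cause was not tested.

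With an adjusted p under 0.01, a stricter threshold that lowers every count by construction, 2890 genes were lower in TRUC, 2035 higher and 1834 lower in DSS, 175 higher and 46 lower in DNBS, 1963 higher and 1550 lower in TCT, and 975 higher and 877 lower in anti-CD40. In all 6 models 50 genes were then higher and 7 lower. With edgeR on the 2 groups only, 1928 genes were lower in DSS.

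Pairs of DSS mice with mouse 8 differed by a chi-square per degree of freedom of 82.5 and 86.2, against 20.2 without it. Without DSS mouse 8 there were 1940 higher and 1895 lower genes, the low ends of ranges that reached 3242 and 3079. Without TCT mouse 5, 1726 genes were lower, where the range reached 2741. Without anti-CD40 mouse 7 there were 928 higher and 821 lower genes, and without control mouse 3 labelled Rag1-/- 1124 and 1188, with ranges up to 2233 and 2514. For TRUC the leave-out ranges were 3373 to 3950 higher and 3527 to 4092 lower, for IL-10 deficiency 4196 to 4868 and 4153 to 4758, and for TCT 2334 to 3040 higher.

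The 200 genes higher in all 6 models became 328 with DESeq2 on the 2 groups, of which 151 were shared with the 200, and 163 with edgeR on the 2 groups only, of which 101 were shared. The 114 lower genes became 221 with DESeq2, 57 with edgeR on the 2 groups only and 75 with no filter, sharing 96, 35 and 70. Of the 10 genes named by their smallest change, Gm12891, Ido1, Gm4841, Mettl7a2, Odf3b and Gm16984 did not pass the threshold in all 6 models with edgeR on the 2 groups only, with an adjusted p from 0.0512 to 0.175, nor did Gm12891 (0.101) and Mettl7a2 (0.075) with DESeq2, which gave no adjusted p for Cxcl3 in DSS and for Ido1 and Gm4841 in DNBS. With each mouse left out, a check chosen after seeing the data, the other genes than Prss22 passed in 21 (Mettl7a2) to 27 (Pbld1) of 29 fits.

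Upper quartile scaling shifted the median log2 fold change of all genes to -0.14 in TRUC and -0.18 in IL-10 deficiency. The share of changed genes that were higher moved from 64.1% to 51.0% in DNBS and from 51.0% to 38.4% in IL-10 deficiency, and from 48.8% to 39.4% in TRUC, so the balance of rises and falls in these models rests on the scaling. The 24 chemokine calls were the same under RLE, upper quartile, no filter and filterByExpr. They numbered 23 with edgeR on the 2 groups only, 19 with an adjusted p under 0.01 and 21 to 24 with a mouse left out. They numbered 22 with DESeq2, which gave no adjusted p for Cxcl2 and Cxcl3 in DSS, for a cause that was not tested.

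The difference between models kept its call for each chemokine under RLE, upper quartile, no filter and filterByExpr. The IL-22 list kept its direction and call under every score, list and correlation set for it, each varied on its own, which for the scores means the smallest p the design allows. Leaving out a mouse moved the score difference between 7827 and 8122 in TRUC, 6479 and 7652 in DSS, 2827 and 4555 in DNBS, 8064 and 8398 in IL-10 deficiency, 5678 and 6313 in TCT, and 4707 and 5562 in anti-CD40. Where 2 mice are left in a group, no p under 0.05 can be reached, and no call was made.

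The rank of Cxcl5 in TRUC ran from 1 to 2 with a mouse left out, and was 10 by adjusted p and 232 by mean CPM. The rank of Cxcl1 ran from 34 to 46, and was 66 by adjusted p and 4120 by mean CPM. These orderings measure different quantities, which is the cause of the change.

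Ciart in TRUC, at -0.44 and not past the threshold, ran from -0.79 to 0.31 with a mouse left out, the latter without Rag2-/- control mouse 4. Clock, at -0.04, ran from -0.0979 without Rag2-/- control mouse 4 to 0.0069 without Rag2-/- control mouse 2, and was 0.0063 with the replicate block. Per1, Per2 and Npas2 in TRUC lost their call without some of the mice, and Npas2 under upper quartile scaling too (adjusted p = 0.0874 in edgeR). The replicate numbers share no origin in the labels or the paper. Deviations of mice with the same number correlated at -0.0518 and -0.00546 in TRUC and its controls (numbers 2 and 4), at 0.0556, 0.0139 and -0.0201 in IL-10 deficiency and its controls (numbers 1, 2 and 4), and at -0.014 in TCT (number 3), so the numbers do not pair the mice. With the replicate block 3605 genes were higher and 3314 lower in TRUC, and 3895 and 3657 in IL-10 deficiency. The 8 chemokine calls of these models were kept. No paired analysis was possible for DSS, DNBS, TCT and anti-CD40 because they share fewer than 2 numbers with their controls.

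Against the controls added after seeing the data, 3155 genes were higher and 2570 lower in TCT, and 2301 and 2202 in anti-CD40, within 1.5 times the counts above.

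Other groupings of the same mice gave less. The true split alone, 1 of 35, gave as many higher genes, as many lower genes and as high a median of the IL-22 list in TRUC and in IL-10 deficiency, though the most changed genes in another split were 5147 and 6577 against 8524 and 9916. In DSS, DNBS, TCT and anti-CD40 it was 1 of 10, which cannot fall under 0.05, with at most 0, 0, 27 and 1 changed genes in another split. For the genes higher or lower in all 6 models and for the 24 chemokine calls it was 1 of 100 drawn, with at most 4 chemokine calls in another.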

Differences from the paper's values

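The paper places Cxcl5 at rank 2 and Cxcl1 at rank 11 across the genome in TRUC. Ordered by log2 fold change in edgeR, Cxcl5 held rank 1 against the paper's 2 and Cxcl1 rank 37 against the paper's 11. For Cxcl5 the gap closed without Rag2-/- control replicate 2 and without Rag2-/- control replicate 4, where it held rank 2. It stayed open with RLE size factors, upper quartile scaling, DESeq2 on the 2 groups, edgeR on the 2 groups only, no filter, filterByExpr, the ranks among genes past the threshold (each rank 1), the rank by adjusted p among the genes that rose (10), the rank by mean CPM (232) and the other 5 fits that left out a mouse (1). For Cxcl1 none of the alternatives set before the data were examined closed the gap, and its rank ran from 34 under DESeq2 to 4120 by mean CPM. The paper counts these chemokines among the most elevated transcripts and cites Fig. 6a, which plots fold change and P value. It words the ranks themselves as those of the most highly expressed transcripts, so which quantity was ranked stays unclear. The paper's methods also describe a microarray of RNA from distal colon tissue. They do not say which results used it, so ranks from that platform are not excluded.

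The source data of the paper hold a sheet, named for another panel, whose log2 fold changes are those of TRUC against Rag2-/- mice. Of its 14482 genes 1999 were at hand, the remaining 12483 having been left out of the copy read. Among the genes at hand the paper's own log2 fold changes place Cxcl5 at 1 and Cxcl1 at 30, and genes not at hand cannot move these ranks up the list. Of 20 genes named here and found in the sheet, 0 differed from the paper's log2 fold change by more than the standard error. The largest difference was 0.54, for Cxcl3.

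The legend of Fig. 6a states 6 mice. DESeq2 on all 7 mice came closest to the paper's log2 fold changes, with a median difference of 0.0060 and a largest of 0.035. Leaving out a mouse gave a largest difference of at least 0.487. Fig. 5e states 3 mice per group, where the counts hold 4 for IL-10 deficiency and 4 for TRUC.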

Other observations

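The strain test, the test of the chromosome 11 segment, the sum of Rpl26 and Gm15772 and the clock test in TRUC were set before their results were seen. The other tests of this part were chosen after.

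The labels call the wild-type, DNBS, DSS and IL-10 deficiency mice BALB/c, and the paper calls the wild-type and DSS mice C57BL/6. H2-Ea-ps reached at most 0.104 CPM in the 13 libraries of these groups, where the Rag2-/- and TRUC libraries, labelled BALB/c, had at least 69.4 CPM. This argues against BALB/c for the 13, if the Rag2-/- and TRUC mice are BALB/c. Of the 8 genes present in those and absent from TCT, 4 had at most 3 counts in each of the 13 libraries. The others had at most 11 counts in them, against at least 33 in every Rag2-/- and TRUC library. Another 6 genes had at least 30 counts in each of these 13 and each TCT library, and at most 3 in all others. In these genes the 13 resemble TCT, which both sources call C57BL/6. The Rag1-/- control and anti-CD40 groups, also called C57BL/6 by both sources, lie on the other side, though their labels are in doubt. Whether the 13 are C57BL/6 therefore rests on the label of TCT.

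Nr1d1 and Nr1d2, which Fig. 6a names, were lower in the libraries labelled TRUC by log2 fold changes of -4.58 and -3.62 (edgeR adjusted p of 4.74e-08 and 2.18e-09). Both genes belong to the circadian clock. Of 8 clock genes of the same phase all fell in TRUC, 7 past the threshold, with a median of -1.94, and of 5 genes of the opposite phase 4 rose, with a median of 1.05. The difference of these medians, 2.99, is what culling of the groups at different times of day would give. Colitis in general as the reason is argued against, since in 0 of the other 5 models did both genes fall past the threshold. An effect of TRUC colitis on the clock itself may remain, and the times of culling are not given.

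The Rag2-/- controls stood apart in this respect. Nr1d1 was at 159 ± 48.1 CPM in them, 6.64 ± 1.26 CPM in TRUC, 12 ± 2.65 CPM in the libraries labelled Rag1-/- control and 60 ± 25.5 CPM in the wild-type controls. Of the 23 genes that differed between the libraries labelled Rag1-/- control and Rag2-/- control, 6 were clock genes (Nr1d1, Arntl, Dbp, Nr1d2, Cry1 and Tef), where 0.0185 would be expected by chance (Fisher's exact test, one-sided p = 8.69e-15). A different time of culling is a candidate explanation for these 6 genes.

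Rpl26 was higher and Gm15772 lower in the libraries labelled TRUC. Gm15772 is a processed pseudogene, 91.5% of whose 50-base windows occur in Rpl26 or other copies. The sum of both genes was 404 ± 38.2 CPM in TRUC and 424 ± 15.1 CPM in the Rag2-/- controls, a log2 ratio of -0.0715, which is consistent with reads moving between the genes, as a sequence variant could bring about. The Rag2-/- controls and the libraries labelled Rag1-/- control and anti-CD40 had most of these reads on Gm15772, and the other 6 groups on Rpl26. Arl2bp, on chromosome 8, split the groups the same way, at 16.1 to 20.5 CPM against 80 to 109 CPM. So did Gm43449, on chromosome 5, with at least 3 counts in every library of the former groups and at most 1 in the others. TRUC and its own controls therefore differ in genes that do not follow colitis. A difference in background between them may add to the changes in TRUC, which was not tested further. Gm43449 starts at 90499088, near Cxcl5 at 90759360, so this limit holds for Cxcl5 too. Cxcl5 also rose in anti-CD40, whose libraries share the state of Gm43449 with their controls. That rise was at least 72.5-fold, and at least 35.0-fold without mouse 7. Rpl26 is in the paper's source data and Arl2bp is labelled in Fig. 6a.

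A segment around Tbx21 on chromosome 11, carried from the strain in which the gene was disrupted, was tested as a source of differences found in TRUC alone. Within 10 Mb of Tbx21, 8.17% of genes (29 of 355) changed in TRUC and in no other model, against 6.15% elsewhere (Fisher's exact test, one-sided p = 0.0773). This decides nothing, since an excess that falls short of the threshold excludes no segment. It does not bear on Rpl26, Gm15772 and Arl2bp, which changed in TCT too and were not counted, and of which only Rpl26 lies on chromosome 11, outside the window. That reading was settled after the p was seen. Gm11430 and Gas2l2, both without a count in TRUC and present in every mouse of the Rag2-/- controls, lie near each other on chromosome 11, from 83695275 and from 83421902, outside that window. They were singled out after their values were seen.

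The list of 25 human colonoid genes, of which 23 were tested, had medians of 3.94 in TRUC (3.34 with genes absent from controls at their bound), 4.09 in DSS, 2.69 in DNBS, 4.28 in IL-10 deficiency, 1.55 in TCT and 2.88 in anti-CD40. Camera with an estimated correlation gave this list p = 0.0601 in TCT and at most 0.0188 elsewhere.

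Of 9 neutrophil marker genes, 7 were higher past the threshold in TRUC, 8 in DSS, 6 in DNBS, 8 in IL-10 deficiency, 6 in TCT and 5 in anti-CD40, and 0 were lower. S100a8 is also a label of Fig. 6a. Of 8 epithelial genes, which the colon expresses at high level, 4 were higher and 2 lower in TRUC, 1 and 1 in DSS, 0 and 0 in DNBS, 5 and 1 in IL-10 deficiency, 1 and 1 in TCT, and 3 and 1 in anti-CD40. Of 7 smooth muscle genes, 3 were lower in TRUC and 6 in IL-10 deficiency, and 0 changed in the other models. Of 7 pancreatic genes 2 passed the filter on counts, and 1 of them was lower in TRUC, DSS, IL-10 deficiency, TCT and anti-CD40 and 1 higher in TRUC and IL-10 deficiency.

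Of the 7 upstream cytokines, Il22, Il17a, Il23a, Il12b, Il1b, Il6 and Tnfsf15, 3 were higher in TRUC, 5 in DSS, 1 in DNBS, 3 in IL-10 deficiency, 2 in TCT and 1 in anti-CD40. Il22 itself was at least 8-fold higher in TRUC (edgeR adjusted p = 0.0259) and at least 72.1-fold in DSS (0.000601), and fell short of the threshold in the other 4 models. The DSS value rests on mouse 8, at 50.6 CPM with the others at 0.684 and 1.89 CPM, and without it the rise was at least 5.23-fold (edgeR adjusted p = 0.0082), a check chosen after the values were seen. In Il22 41% of the 50-base windows occur in Iltifb, so its counts are uncertain. Of the 5 other chemokines, Cxcl9, Cxcl10, Ccl24, Ccl2 and Ccl7, 4 were higher in each model except DNBS, where 3 were, and 1 was lower in IL-10 deficiency. Of the 15 genes labelled in Fig. 6a, 8 were higher and 7 lower in TRUC.

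Of 8 lymphocyte genes, 2 were higher in TRUC, 5 higher and 1 lower in DSS, 1 lower in DNBS, 6 higher in IL-10 deficiency, 4 higher in TCT and 0 changed in anti-CD40. Of the 5 sex genes only Xist passed the filter, and it was lower past the threshold in TRUC, DSS, IL-10 deficiency and TCT, by at most 1.08.

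Over all genes tested, 3299 were higher and 3037 lower in DSS, 736 and 412 in DNBS, 5058 and 4858 in IL-10 deficiency, 2991 and 2610 in TCT, and 2029 and 1986 in anti-CD40.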
